# Transcriptomic Approach for Investigation of *Solanum* spp. Resistance upon Early-Stage Broomrape Parasitism

**DOI:** 10.3390/cimb46080535

**Published:** 2024-08-18

**Authors:** Maria Gerakari, Vasiliki Kotsira, Aliki Kapazoglou, Spyros Tastsoglou, Anastasios Katsileros, Demosthenis Chachalis, Artemis G. Hatzigeorgiou, Eleni Tani

**Keywords:** *Solanum* spp., broomrape, parasitism, transcriptomics

## Abstract

Tomato (*Solanum lycopersicum*) is a major horticultural crop of high economic importance. *Phelipanche* and *Orobanche* genera (broomrapes) are parasitic weeds, constituting biotic stressors that impact tomato production. Developing varieties with tolerance to broomrapes has become imperative for sustainable agriculture. *Solanum pennellii*, a wild relative of cultivated tomato, has been utilized as breeding material for *S*. *lycopersicum.* In the present study, it is the first time that an in-depth analysis has been conducted for these two specific introgression lines (ILs), IL6-2 and IL6-3 (*S*. *lycopersicum* X *S. pennellii*), which were employed to identify genes and metabolic pathways associated with resistance against broomrape. Comparative transcriptomic analysis revealed a multitude of differentially expressed genes (DEGs) in roots, especially in the resistant genotype IL6-3, several of which were validated by quantitative PCR. DEG and pathway enrichment analysis (PEA) revealed diverse molecular mechanisms that can potentially be implicated in the host’s defense response and the establishment of resistance. The identified DEGs were mostly up-regulated in response to broomrape parasitism and play crucial roles in various processes different from strigolactone regulation. Our findings indicate that, in addition to the essential role of strigolactone metabolism, multiple cellular processes may be involved in the tomato’s response to broomrapes. The insights gained from this study will enhance our understanding and facilitate molecular breeding methods regarding broomrape parasitism. Moreover, they will assist in developing sustainable strategies and providing alternative solutions for weed management in tomatoes and other agronomically important crops.

## 1. Introduction

Climate change impacts food security directly and indirectly. It imposes new limitations on resources essential to plant growth, affects crop–weed interactions, and exacerbates the negative effect of weed infestation on crop productivity, leading to severe losses in crop yield [1]. This can shift the balance of competition between host plants and parasitic weeds, potentially favoring the parasite over the host. Weeds comprise the major biotic factor limiting crop production worldwide [2]. Parasitic plants are scientifically intriguing and agriculturally important weeds that are spreading worldwide whereas at the same time, the means to control them remain limited [3]. Considering that parasitic weeds have evolved resistance towards some of the most widely applied herbicides, effective weed management has become an imperative for ensuring crop productivity [4]. The efficacy of classic herbicides has decreased due to their extensive use over the years [5], but they are not considered a sustainable agronomic practice.

The parasitic weed family *Orobanchaceae* (broomrapes) causes severe damage to economically important crops including legumes, sunflowers, and tomatoes [6]. They are widespread in Mediterranean areas, Asia, and Southern and Eastern Europe. Broomrape species attack dicotyledonous crops, depending entirely on their hosts for all nutritional requirements [7]. Due to their physiology, underground parasitism, achlorophyllous nature, and the hardly controlled seed bank, broomrapes cannot be effectively controlled by the usual management strategies designed for non-parasitic weeds [8]. Most of these strategies, such as preventive measures, cultivation practices, and biological and chemical control [9], fail to provide satisfactory control, as they are not feasible on a large scale, and often, they are not financially sustainable or environmentally safe [10,11]. One of these broomrape species namely *Phelipanche ramosa* is extremely widespread in the Mediterranean region and can parasitize many host crops of high nutritional and economic importance, including oilseed rape (*Brassica napus*), hemp (*Cannabis sativa*), tomato (*Solanum lycopersicum*), tobacco (*Nicotiana tabacum*), sunflower (*Helianthus annuus*), and melon (*Cucumis melo*) [12,13]. The recent state of the art regarding parasitic weeds–plant host interactions at the molecular level focuses on a newly discovered family of phytohormones, strigolactones (SLs), and their demonstrated involvement in host recognition and evolution of parasitic plants. Research by Cheng et al. [6] suggests that the development of low SL-producing lines in tomatoes may constitute a promising approach to combat the parasitic weed *Phelipanche ramosa*, as SLs are the main germination stimulants of this parasite. In this study, new findings have revealed that except SLs, there are also other metabolic pathways, and the respective underlying genes may be implicated in the complex interactions between host plants and parasitic weeds through the viewpoint of climate change.

Cultivated tomato is an important and very nutritional food resource for humans [14] and many commercial varieties are infected by broomrape species [15]. However, little is known about tomato defense mechanisms against broomrape parasitism, and despite extensive screening, no single immune strategy or strong resistance against broomrape has been reported [16]. Breeding for host resistance against holoparasitic weeds remains one of the most effective and sustainable management strategies to date, and considerable effort has been placed towards this goal for several crops such as peas and sunflower, over the last two decades [17]. Nevertheless, breeding for resistant varieties constitutes an ongoing struggle, as germplasm with broomrape-resistant traits remains scarce. Plant breeding programs based on molecular techniques seem to be the most promising and sustainable approach to effectively handle/manage the phenomenon of parasitism. A plethora of molecular and non-molecular techniques have been deployed in tomatoes aiming to increase the resistance of tomatoes to *Phelipanche* sp., such as the application of chemical or targeted mutagenesis and CRISPR/Cas9-mediated mutagenesis of specific targets as well as the use of appropriate rootstocks resistant to broomrape parasitism [18,19,20,21]. The vast genetic diversity found in the tomato’s wild relatives is associated often with resilience to different biotic and abiotic stress factors and adaptation mechanisms to extreme environmental conditions [22,23]. *Solanum pennellii*, a wild relative of the cultivated tomato, which is endemic to the Andean regions in South America, has evolved to thrive in arid habitats and has been used as breeding material for the cultivated *S. lycopersicum*, due to its stress tolerance to extreme conditions and unusual morphology [24]. *S. pennellii* ILs have been widely used to map QTLs influencing yield and fruit quality and are involved in heterosis [25]. ILs are also utilized as valuable genetic resources to improve abiotic stress tolerance [26].

RNA-Seq is probably the most widely applied high-throughput method to study gene expression at the transcript/isoform level. It involves the sequencing, quantification, and comparative analysis of the entire set of transcripts in an organism across tissues, developmental stages, and different conditions to assess the up- or down-regulation of genes involved in the relevant cellular processes [27]. PEA, also known as functional enrichment analysis (or pathway analysis), is typically applied to identify known molecular processes that are significantly enriched with genes that are altered in case samples in comparison to a control, facilitating interpretation and subsequent hypothesis generation [28].

Previous works employed the same approach to study the interaction of tomatoes with biotic stress factors. For example, RNA-sequencing and tissue-specific expression analyses were conducted to analyze the compatible interaction of tomatoes with *Verticillium dahliae* and *Cuscuta campestris*, respectively [29,30]. These studies aimed at developing novel sustainable breeding tools towards improved crop adaptability to environmental stresses that have been occurring with ever-increasing frequency and intensity over the last decades. Herein we provide, for the first time, a comparative transcriptomic and pathway analysis among putative tomato genotypes resistant and susceptible to the holoparasitic weed *P. ramosa*. Our study reveals differentially expressed genes in the host roots upon infection and metabolic pathways which may play a crucial role in the tomato response to parasitic infection and the establishment of resistance.

In the present study, a commercial tomato hybrid of *S. lycopersicum*, “Formula”, and two introgression lines (ILs) that were created by Eshed et al. [31] by crossing *S. lycopersicum* X *S. pennellii* (LA4060/IL6-2 and LA4062/IL6-3) were subjected to RNA-Seq and transcriptomic analysis to identify genes potentially implicated in tomato resistance against broomrape parasitism. In the present study, we did not use any synthetic bio-stimulants and we investigated the processes of parasitism and host response under natural conditions to simulate field environments and produce outcomes that could be practically useful to the farmers. IL6-2 and IL6-3 were selected based on previous work by Bai et al. [32] which showed resistance-associated QTLs residing in these lines. The analysis uncovered a large array of genes that were differentially expressed between parasitized and non-parasitized tomato plants in all three genotypes. Out of these, fourteen differentially expressed genes (DEGs) were further analyzed and validated using qPCR to reveal statistically significant differences in parasitized and non-parasitized samples within and between varieties. Selected genes were found to be implicated in specific aspects of host/parasite interactions such as the regulation of fatty acids and the role of several transcription factors which have been found to be involved in the regulation of plant secondary metabolism and their responses to environmental stressors [33,34,35]. PEA was also carried out revealing several key metabolic pathways to be involved in plants’ response against broomrape across the different tomato genotypes.

## 2. Materials and Methods

### 2.1. Plant Material and Treatment

A well-known commercial tomato hybrid, ‘Formula’, with high susceptibility to broomrape parasitism as documented by the farmers and two introgression line (IL) populations (LA4060/IL6-2 and LA4062/IL6-3) developed by Eshed et al. [31] were selected for broomrape parasitism and molecular studies. These two specific ILs were selected based on the study of Bai et al. [32], as described. Each IL is homozygous for a single introgression from *S. pennellii* (LA0716) in the background of the cultivar (c.v) M82 (LA3475) of *S. lycopersicum* [31]. Fifty plants from each genotype were sown on disks under controlled temperature conditions (19–25 °C) in the greenhouse. When the fourth pair of true tomato leaves was visible (BBCH code 14, according to the tomato phenological growth stages key), forty plants were inoculated with *O. ramosa* seeds, while ten were maintained as non-parasitized control plants. Root infection observations began 30 days post-inoculation (Figure 1), and sampling was carried out at the flower spike development stage of broomrape. Tomato roots were collected both from control and parasitized plants, carefully removing the parasite from the roots of the host. Measurements of plant growth parameters (plant height and weight, soil plant analysis development (SPAD), and relative water content (RWC)) (Supplementary Tables S1, S2, S3, and S4, respectively) were recorded after roots’ inoculation with broomrape seeds. A one-way analysis of variance (ANOVA) was performed with six levels consisting of inoculated and non-inoculated plants of three genotypes.

### 2.2. Total RNA Extraction and Transcriptome Sequencing

Total RNA was extracted from tomato roots using the NucleoSpin RNA kit (MACHEREY-NAGEL, Dueren, Germany) according to the manufacturer’s instructions. Thermo Scientific NanoDrop ND-1000 Spectrophotometer UV/Vis was used to determine the concentration and quality of the RNA. Each sample’s concentrations ranged between 85 ng/uL and 260 ng/uL, and six biological replicates (three control plants and three parasitized plants) for each genotype were sequenced. Samples were subjected to cDNA library preparation (poly-A selection) and sequenced (150 nt paired-end reads) on an Illumina NovaSeq 6000 system (Novogene Europe, Cambridge, UK). On average 13.9 million reads were obtained per library (Supplementary File S2).

### 2.3. Transcriptomic Analysis

#### 2.3.1. Quality Control and Pre-Processing

Read quality was assessed with FastQCsuite [36]. In order to remove adapter sequences and trim low-quality reads from the raw sequencing data, the Cutadapt [37] tool was utilized, setting the minimum read length parameter at 30 and the quality threshold at 15.

#### 2.3.2. Genomic Alignment and Quantification

Pre-processed reads were subjected to splice-aware genomic alignment and quantification using STAR (v2.7.10) [38] and RSEM (v1.3.1) [39], respectively. Regarding sequencing libraries from *S. lycopersicum* samples (i.e., Fc1-3 and Fp1-3), a STAR genome index (STAR—runModegenomeGenerate) and an RSEM reference index (rsem-prepare-reference) were constructed using the GCF_000188115.5_SL3.1_genomic.fna genome assembly and providing the respective gene models (GCF_000188115.5_SL3.1_genomic.gtf). Genomic alignment (STAR—alignReads), allowing known and novel splice junctions and translating alignments into transcript coordinates (—quantModeTranscriptomeSAM), and quantification (rsem-calculate-expression) was performed, achieving a median 93.9% mapping rate. For sequencing libraries derived from introgression lines (i.e., IL6-2c1-3, IL6-2p2, IL6-2p3, IL6-2p5, IL6-3c1, IL6-3c2, IL6-3c4, and IL6-3p1-3), the mapping strategy inspired by the Szymański et al. [40] study was followed. Briefly, a combined STAR genomic index corresponding to both the *S. lycopersicum* (GCF_000188115.5_SL3.1_genomic.fna) and the *S. pennellii* (GCF_001406875.1_SPENNV200_genomic.fna) genomes was created. After splice-aware genomic alignment with STAR (median value of a 94.6% mapping rate), the alignment SAM records of each library were processed to create three discrete subsets:

(i) Slyc_subset, which contains multiple alignments (i.e., “NH” SAM tag > 1) on both *S. lycopersicum* and *S. pennellii* presenting the highest alignment score (“AS” tag in SAM) within *S. lycopersicum* and multiple alignments solely within *S. lycopersicum*, as well as unique alignments in *S. lycopersicum* (a median value of 85.2% of transcriptome-aligned reads across all datasets).
(ii) Penn_subset, which contains multiple alignments (i.e., “NH” SAM tag > 1) on both *S. lycopersicum* and *S. pennellii* presenting the highest alignment score within *S. pennellii* and multiple alignments solely within *S. pennellii*, as well as unique alignments in *S. pennellii* (a median value of 6.6% of transcriptome-aligned reads across all datasets).
(iii) Ambi_subset, which contains multiple alignments on both *S. lycopersicum* and *S. pennellii* presenting equally high alignment scores (i.e., ties) in both species (a median value of 8.1% of transcriptome-aligned reads across all datasets). Entries on *S. pennellii* were retained for these ambiguous alignments for downstream analysis.

RSEM (rsem-calculate-expression), provided with a combined reference index containing gene models of both species, was used on each set separately to produce read count estimates. Supplementary Tables S5 and S6 present alignment and quantification metrics for all generated datasets.

### 2.4. Differential Expression Analysis

As previously described, the analysis proceeded following the strategy outlined by Szymański et al. [40]. The subset of alignments in both genomes (Ambi subset) was generated for *S. pennellii*. Differential expression analysis was performed using the programming language R (v4.2.2; R Core Team 2021) and the R package edgeR (version 3.40.2) [41]. Specifically, the differential expression analysis for each line was conducted twice: once for the genes aligned in the *S. pennellii* genome and again for the genes aligned in the *S. lycopersicum* genome. Low-abundance genes were filtered by employing the filterByExpr function with default arguments. The weighted trimmed mean of the M-values (TMM) normalization method and quasi-likelihood F-testing were applied to assess abundance change in the following pair-wise contrasts: (i) Fc vs. Fp (Formula); (ii) IL6-2c vs. IL6-2p (*S. pennellii* genes); (iii) IL6-2c vs. IL6-2p (*S. lycopersicum* genes); (iv) IL6-3c vs. IL6-3p (*S. pennellii* genes); and (v) IL6-3c vs. IL6-3p (*S. lycopersicum* genes). The false discovery rate (FDR) was controlled using the Benjamini–Hochberg procedure [42], and the statistical significance threshold was set at *p* adjusted to <0.05.

### 2.5. Functional Enrichment Analysis

The limma R package (version 3.54.2) [43] was utilized for pathway enrichment analysis, employing the kegga function with default parameters and the KEGG database. The differentially expressed genes were subjected to pathway analysis, applying two different approaches due to the absence of a standardized method in the literature. In the first approach, separate analyses were conducted for each of the species of each introgression line, having the genes originating from *S. lycopersicum* considered separately from the genes derived from *S. pennellii*. In the second approach, since the number of pathways and their names were the same for the two different species of each introgression line, genes from both were merged into a single gene set within each pathway, resulting in a single pathway analysis for each introgression line. Each of these approaches has its own advantages and limitations. In the first scenario, the study is analogous to examining two distinct organisms, potentially leading to information loss within the hybrid formula. In the second instance, the presence of duplicates in pathways is highly probable, due to the inability to identify corresponding genes between the two species owing to discrepancies in gene IDs and names within the annotation files, possibly impacting the subsequent statistical analysis. A pathway was deemed significant if its corresponding adjusted *p*-value (Benjamini–Hochberg correction) was below the threshold of 0.05.

### 2.6. Visualizations

Visualizations were generated using the following R packages for each task: volcano plots were generated using ggplot2 (version 3.4.4) [44], bar plots were created using both ggplot2 and ggpubr (version 0.6.0) [45], heatmaps were generated using limma (version 3.54.2), gplots (version 3.1.3.1) [46], and gridExtra (version 2.3) [47], and Venn diagrams were created using VennDiagram (version 1.7.3) [48].

### 2.7. Gene Expression Analysis Validation by qRT-PCR

Quantitative Reverse Transcription–PCR (qRT-PCR) was performed to verify the RNA-Seq results. Total RNA was extracted from the three genotypes (Formula, IL6-2, and IL6-3) and used for RNA-Seq analysis, as described above. First-strand cDNA was synthesized from 500 ng of total RNA using the PrimeScript™ 1st strand cDNA Synthesis kit (Takara Bio Inc. Lab Supplies P.GALANIS & CO, Athens, Greece). Gene-specific primers for selected DEGs were designed using the NCBI Primer-Blast tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/, accessed on 30 January 2023). The list of the DEGs selected for qPCR validation and their data after bioinformatic analysis are presented in Supplementary Table S7. Primers and GenBank accession numbers of genes are listed in Supplementary Table S8. qPCR was performed in a total volume of 20 μL using the PowerUpTM SYBRTM Green Master Mix (Applied Biosystems) and was conducted in a StepOnePlusTM Real-Time PCR System machine (Thermo Fisher Scientific, Waltham, MA, USA). PCR conditions were applied according to the manufacturers’ instructions. Each reaction was performed in three technical triplicates along with the internal control reaction. Gene expression levels were determined with StepOnePlusTM Real-Time PCR manual 2-delta-delta-Ct method [49], and R programming language (v4.2.2; R Core Team 2021) software was applied for the statistical analysis. Three biological repeats were used for the experiment.

## 3. Results

### 3.1. Plant Growth

Measurements regarding height, weight, and soil plant analysis development (SPAD) were recorded on four different dates (Supplementary Tables S1–S3), while one RWC measurement was carried out too (Supplementary Table S4). The results did not indicate any significant differences for weight and RWC measurements. Regarding the comparison of plant height between non-inoculated and inoculated plants, on average, inoculated plants were taller. SPAD measurements presented differences only in the third week after inoculation when Formula appeared to be the most affected genotype with decreased SPAD values. Inoculated plants gave better SPAD values than non-inoculated plants for the three genotypes on all other dates. The above results agree with a previous report, demonstrating that host plants begin to be significantly affected approximately 40 days post-infection, highlighting the fact that early stages of parasitism do not elicit profound morphological/physiological differences across genotypes [50]. Furthermore, during the experimental procedures, visual observations were taking place regarding the percentage of parasitism in the infected plants of all genotypes. Forty plants were inoculated with broomrape seeds in total for the three genotypes studied. We observed 80% parasitism at Formula roots, while IL6-2 and IL6-3 had 45% and 35% parasitized roots, respectively.

### 3.2. Comparative Transcriptomic Analysis Reveals Differentially Regulated Genes upon Parasitism

During the sampling day, phenotypic observations on roots regarding the number of parasitized plants revealed that the IL6-3 line was less infected compared to the other two genotypes, while Formula had the most infected roots. These observations confirmed the initial hypothesis that the commercial hybrid is possibly more susceptible compared to the introgression lines. The transcriptomic analysis results unveiled a significant number of DEGs, displaying both up- and down-regulation across most of the tested genotypes (Figure 2 and Supplementary File S2). The analysis for each genotype involved comparing the parasitized samples with their respective controls. 

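RNA was taken from the roots of single tomato plants of 3 genotypes, each grown without the parasite (controls) or carrying attached *O. ramosa* (parasitized). Formula is a commercial *S. lycopersicum* hybrid, and IL6-2 and IL6-3 are lines of cultivated tomato that carry a chromosome segment of the wild species *S. pennellii*. Poly-A RNA of 3 control and 3 parasitized plants per genotype was sequenced, with a library for each plant. The authors trimmed the reads with Cutadapt, aligned them with STAR and estimated counts per gene with RSEM, and these expected counts are the values used here. Formula reads were aligned to the *S. lycopersicum* genome (SL3.1) alone. Reads of the introgression lines were aligned to both genomes together, and reads that matched both species equally well were counted by the authors under *S. pennellii*. The *S. lycopersicum* totals ran from 11759667 to 12083584 counts in Formula controls (median 11856553) and from 8318157 to 11255744 in parasitized Formula (median 10485961). In IL6-2 they ran from 8966483 to 10507397 in controls and from 8234378 to 10013949 in parasitized plants (median 9907897), and in IL6-3 from 8876478 to 10030492 in controls (median 9168688) and from 6713044 to 9852298 in parasitized plants (median 9392250). The *S. pennellii* totals were lower, from 1249241 to 1465311 counts in IL6-2 controls (median 1421808), 1272633 to 2046569 in parasitized IL6-2 (median 1457839), 1588359 to 1830350 in IL6-3 controls (median 1733780) and 1304738 to 1787019 in parasitized IL6-3 (median 1756352). The *S. lycopersicum* file of IL6-2 control replicate 3 holds the same values as that of replicate 2, so the pair was counted as 1 sample and the IL6-2 controls have n = 2 for *S. lycopersicum* genes. The expected counts were rounded and tested within each genotype and species with the quasi-likelihood F-test of edgeR after TMM normalization and the default filterByExpr filter, and a gene was called a DEG at a Benjamini–Hochberg adjusted *p* under 0.05. Fold changes are parasitized minus control on the log2 scale, and their standard errors are the size of the log2 fold change divided by the square root of its F statistic.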

The examination of two introgression lines (ILs) was conducted separately for genes originating from *S. pennellii* and *S. lycopersicum*. Thus, for each line, two distinct comparisons were performed. The results are visually presented in the volcano plots below (Figure 3B,C for IL6-2 and Figure 3D,E for IL6-3). 

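In parasitized Formula roots, genes of pathogen defence, wounding and ethylene synthesis were up-regulated, while several genes of ethylene perception were down-regulated. *ACS1A* and *ACS3*, which encode enzymes that make the ethylene precursor ACC, rose by log2 fold changes of 2.18 ± 0.20 and 3.08 ± 0.50 (standard error), and *ACS1A* went from 52.9 ± 9.30 to 240 ± 35.7 CPM (SD, n = 3 in each group). Transcripts of the pathogenesis-related protein *PR1b1* rose from 1.19 ± 0.992 to 105 ± 117 CPM, with a log2 fold change of 6.45 ± 1.05 (adjusted *p* = 0.0132), and those of the chitinase *CHI3* from 1.15 ± 0.793 to 17.4 ± 6.56 CPM. The polyphenol oxidase *PPO* and the wound-induced gene *twi1* rose by 2.84 ± 0.50 and 2.06 ± 0.25. In contrast, the ethylene receptors *ETR5* and *ETR2* fell by 1.18 ± 0.19 and 1.02 ± 0.17 on the log2 scale, and *EBF2*, an F-box protein of the ethylene pathway, fell by 1.12 ± 0.17.

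The gene groups were drawn up from the gene symbols once the counts were at hand. Of these groups, 5 of 17 genes for pathogenesis-related proteins and chitinases rose and none fell, and 3 of 6 wound-inducible defence genes rose. Among 11 genes of ethylene synthesis, 5 rose and 1 fell, whereas among 26 ethylene receptors and response factors, 1 rose and 6 fell. The WRKY transcription factors had 5 of 12 genes up-regulated and 1 down-regulated, with *WRKY81* at a log2 fold change of 1.62 ± 0.23, and calcium signalling had 6 of 24 genes up-regulated and none down-regulated, with the glutamate receptor-like gene *SlGLR2.2* at 2.43 ± 0.24. By camera, with its preset correlation between genes, these groups moved against the remaining genes with adjusted *p* = 0.00127 for pathogenesis-related proteins, 0.00848 for wounding and for WRKY factors, 0.0141 for both ethylene groups and 0.00773 for calcium signalling. None of these calls held with an estimated correlation (adjusted *p* = 0.511 with an estimated correlation for pathogenesis-related proteins and WRKY factors, and adjusted *p* = 0.442 with an estimated correlation for the others). Immune receptors and signalling, with 9 of 39 genes up-regulated and 3 down-regulated, held more DEGs than a draw from all tested genes would give (one-sided Fisher's exact test, adjusted *p* = 0.00973), among them the receptor-like gene *Ve2* (1.45 ± 0.17) and the ubiquitin ligase *CMPG1* (3.17 ± 0.41). The groups hold only genes with a symbol, 1170 of the 18733 tested. Whether genes with a symbol were called more often as such was not tested. The gibberellin oxidase *GA2ox3* rose by 4.22 ± 0.57, while the peptide hormone precursor *PSK3* fell by 2.19 ± 0.21 and the metal transporter *NRAMP1* fell by 2.03 ± 0.32.

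Altogether, 2196 of 18733 genes tested in Formula were DEGs, with 1172 up-regulated and 1024 down-regulated, and in 34.1% of the tested genes the parasitized and control plants did not overlap, where chance gives 10%. Without control replicate 3 the same test called 2 genes, 1 of them *LOC101254813* (log2 fold change of -4.17 ± 0.27 over all plants), with adjusted *p* = 0.0524 for *ACS1A* and none of the other genes named above called. Those of the 2196 genes still tested kept the sign of their change. They had been chosen on plants that both fits share, so this is no independent support. The count was 807 without control replicate 1, where *PR1b1* was also lost (adjusted *p* = 0.0564), and 1084 without parasitized replicate 3. Without control replicate 3, a setting tried on the gene groups only after the data had been seen, no group passed Fisher's test and the groups named under camera still passed it (adjusted *p* of 0.00222 to 0.0105).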

Differential expression analysis revealed a notable number of DEGs in all genotypes at the parasitized plants with a very clear distinction between up-regulated and down-regulated genes. Moreover, it should be emphasized that in both ILs, a considerable number of up- and down-regulated genes originated from the *S. pennellii* genome (i.e., 1475 and 1940 for IL6-2 and IL6-3, respectively). Additionally, as depicted in Figure 2, the number of significant genes for *S. lycopersicum* was 5428 and 5158 for IL6-2 and IL6-3, respectively. 

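Genes counted under *S. pennellii* were up- and down-regulated in both introgression lines, and the genes that changed in both lines moved the same way with 1 exception. Reads that matched both species equally well made up 44.1% to 71.5% of these counts in a library. A change counted here therefore need not be that of the *S. pennellii* copy of a gene. *OFA* (*LOC107023114*), an omega-3 fatty acid desaturase of the chloroplast, rose from 151 ± 48.8 to 1953 ± 470 CPM in IL6-2 and from 77.4 ± 2.87 to 2267 ± 238 CPM in IL6-3 (SD, n = 3 in each group). These are log2 fold changes of 3.69 ± 0.28 (standard error, adjusted *p* = 7.1e-06) and 4.87 ± 0.23 (adjusted *p* = 1.0e-06). *BHLH35* (*LOC107024383*), a transcription factor of the basic helix–loop–helix family, rose by 3.84 ± 0.30 in IL6-2 and 5.92 ± 0.29 in IL6-3, reaching 337 ± 65.0 and 398 ± 103 CPM in parasitized roots. *GLDE* (*LOC107016348*), a glutamate decarboxylase of GABA synthesis, rose by 3.92 ± 0.23 and 4.05 ± 0.29, and *FBOX* (*LOC107017080*) by 3.29 ± 0.21 and 3.88 ± 0.27. *PPDG* (*LOC107007945*), a phospholipase D, rose by 3.26 ± 0.22 and 4.31 ± 0.31, from 23.3 ± 1.41 to 224 ± 30.2 CPM in IL6-2 and from 10.8 ± 3.80 to 218 ± 52.5 CPM in IL6-3. *ACLA2* (*LOC107007996*), an ATP-citrate synthase subunit, rose by 1.17 ± 0.24 (adjusted *p* = 0.00549) and 2.00 ± 0.26 (adjusted *p* = 3.2e-04). The study chose these genes on the same libraries, so their direction is not independent evidence.

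In IL6-2, 1454 of 7961 *S. pennellii* genes tested were DEGs, with 800 up-regulated and 654 down-regulated. In IL6-3, 1938 of 8021 were DEGs, with 1063 up-regulated and 875 down-regulated. Of the 7105 genes tested in both lines, 866 were DEGs with the same direction in both and 1 was a DEG with opposite directions. On the log2 scale, the largest increase among the *S. pennellii* DEGs of IL6-3 was that of *LOC107017422*, from 0.481 ± 0.834 to 1734 ± 383 CPM, and the largest decrease that of *LOC107020333*, from 19.4 ± 1.92 to 0.550 ± 0.952 CPM. Neither identifier comes with a gene name in the sources used here. The IL6-2 count was 875, 859 and 924 without parasitized replicate 1, 2 and 3, respectively, and the IL6-3 count was 1270 without control replicate 3, 1192 without parasitized replicate 1 and 1272 without parasitized replicate 2.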

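Among the *S. lycopersicum* genes of IL6-2, some genes of jasmonate synthesis, an ethylene synthesis gene, a dehydration-response gene and a heat shock co-chaperone were strongly up-regulated in parasitized roots. *AOC* and *aos*, which act one after the other in jasmonate synthesis, rose by log2 fold changes of 2.93 ± 0.38 and 2.77 ± 0.39 (standard error), *AOC* from 115 ± 22.0 (SD, n = 2) to 880 ± 383 CPM (n = 3). The omega-3 desaturase *Fad7*, which supplies the precursor of jasmonate, rose by 3.50 ± 0.32 (adjusted *p* = 8.3e-04). *ACS2*, an enzyme of ethylene synthesis, rose by 4.35 ± 0.41 from 1.63 ± 0.163 to 33.5 ± 13.5 CPM, the co-chaperone *DNAJ* by 3.75 ± 0.29 and *ER5*, a dehydration-induced gene, by 3.38 ± 0.21. The groups of *ACS2* and *DNAJ* did not rise as a whole. Of 11 ethylene synthesis genes 4 rose and 2 fell, among them *aco5* (-1.85 ± 0.44). Of 16 heat shock genes 2 rose and 4 fell, among them *HSP70* (-1.77 ± 0.28). The sodium transporter *HKT1;2* fell by 3.68 ± 0.41 and *XTH6*, an enzyme of cell wall xyloglucan, fell by 2.71 ± 0.39.

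Calcium signalling had 11 of 23 genes up-regulated and 1 down-regulated, dividing-cell genes 9 of 20 up-regulated and none down-regulated, and ribosomal proteins 5 of 7 up-regulated and none down-regulated (camera, adjusted *p* = 0.0106, 0.0235 and 0.0196). With an estimated correlation these calls were lost, with adjusted *p* = 0.703 for calcium signalling and adjusted *p* = 0.884 for the other groups. In calcium signalling the calcium-dependent protein kinase *CDPK1* rose by 1.14 ± 0.16, while *SOS2*, a kinase of salt tolerance, fell by 0.94 ± 0.18. Among dividing-cell genes, the replication clamp *pcna* rose by 1.33 ± 0.22 and the histone *H2B-1* by 1.41 ± 0.22. Taken without regard to direction, DEGs were also over-represented among genes of jasmonate and other oxylipins (6 of 14 rose and 3 fell), immune receptors and signalling (7 of 38 rose and 10 fell), abscisic acid and dehydration (7 of 16 rose and 2 fell) and auxin (9 of 36 rose and 8 fell), each at an adjusted *p* of 0.0425 by one-sided Fisher's exact test. The background was all tested genes, with or without a symbol. The LysM receptor kinase *Bti9* rose by 1.82 ± 0.17, and the auxin response factor *ARF2* fell by 2.18 ± 0.23.

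In total, 4807 of 18642 *S. lycopersicum* genes tested in IL6-2 were DEGs, with 2440 up-regulated and 2367 down-regulated. The count was 2875, 2496 and 2942 without parasitized replicate 1, 2 and 3, respectively.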

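In parasitized IL6-3 roots, *S. lycopersicum* genes of jasmonate synthesis and heat shock and a hexose transporter were up-regulated, and several genes of photosynthesis were down-regulated. Among genes of jasmonate synthesis, *AOC* reached 1113 ± 115 CPM from 50.7 ± 15.7 in controls (SD, n = 3 in each group), a log2 fold change of 4.45 ± 0.29 (standard error, adjusted *p* = 2.3e-04), and *opr3* and *AOS3* rose by 3.38 ± 0.18 and 5.46 ± 0.53. The hexose transporter *ht2* rose from 10.9 ± 9.21 to 592 ± 206 CPM, a log2 fold change of 5.75 ± 0.65 (adjusted *p* = 0.00106). The heat shock genes *HSP90* and *HSTF24* rose by 4.41 ± 0.40 and 2.39 ± 0.24, and *PPO* rose by 4.32 ± 0.39. *SlMYB117*, a MYB transcription factor, rose from 0.0694 ± 0.120 to 18.9 ± 5.34 CPM.

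Without regard to direction, DEGs were over-represented among oxylipin and jasmonate genes (7 of 13 rose and 2 fell), ethylene synthesis (6 of 11 rose and 2 fell) and sugar transport and breakdown (6 of 17 rose and 5 fell), each at an adjusted *p* of 0.0174 by one-sided Fisher's exact test against all tested genes, with or without a symbol. The same test gave 0.0105 for immune receptors and signalling (14 of 36 rose and 6 fell) and 0.00836 for heat shock proteins and factors (7 of 15 rose and 4 fell). The phenylpropanoid enzymes *4CL* and *PAL5* rose by 2.23 ± 0.27 and 2.08 ± 0.27, in a group of 13 genes of which 5 rose and none fell without passing the same test as a group (adjusted *p* = 0.624). Calcium signalling, with 15 of 24 genes up-regulated and 1 down-regulated, moved up against the remaining genes (camera, adjusted *p* = 4.1e-04, and adjusted *p* = 0.618 with an estimated correlation), with *CDPK2* at 1.88 ± 0.21 and the cyclic nucleotide-gated channel *CNGC5* at 1.42 ± 0.17. Photosynthesis moved down, with 5 of 11 genes down-regulated and none up-regulated (adjusted *p* = 0.0339, and adjusted *p* = 0.618 with an estimated correlation), among them the chlorophyll-binding protein *CAB6A*, which fell by 2.56 ± 0.48 from a low level of 4.47 ± 0.628 CPM. The cytokinin synthesis gene *SlIPT3* fell by 2.78 ± 0.47 and the auxin transporter *PIN4* went from 64 ± 10.8 to 26 ± 7.28 CPM.

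In total, 5178 of 17109 *S. lycopersicum* genes tested in IL6-3 were DEGs, with 2602 up-regulated and 2576 down-regulated. The count was 3068 without control replicate 3, 2927 without parasitized replicate 1 and 3075 without parasitized replicate 2.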

Heatmap depictions indicated differences in gene expression comparing parasitized and non-parasitized tomato roots of the three studied genotypes. In each heatmap, the top 50 DEGs are presented for each genotype (three control samples and three parasitized samples per genotype). 

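Of the 50 Formula genes with the smallest *p*-values, 31 had higher and 19 had lower counts in parasitized roots. The 4 with a gene symbol are the ethylene synthesis gene *ACS1A*, the glutamate receptor-like gene *SlGLR2.2* and the terpene synthase *TPS1*, which were up-regulated, and *PSK3*, which was down-regulated. *TPS1* rose from 27.0 ± 4.14 to 145 ± 44.5 CPM (SD, n = 3 in each group), a log2 fold change of 2.43 ± 0.26 (standard error, adjusted *p* = 0.00701), and *PSK3* went from 24.8 ± 2.83 to 5.39 ± 1.05 CPM.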

In Formula’s parasitized roots (Fp), 14 out of 50 DEGs show up-regulation, while the same 14 genes are down-regulated for the controls of Formula (Fc) (Figure 4A). 

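Of the 25 *S. lycopersicum* genes with the smallest *p*-values in IL6-2, 22 were up-regulated and 3 down-regulated in parasitized roots, and of the 25 *S. pennellii* genes 23 were up-regulated and 2 down-regulated. Without control replicate 2, which leaves 1 control against 3 parasitized plants, a new ranking had 14 up-regulated genes among its first 25 *S. lycopersicum* genes. The genes *ER5* and *DREB2*, both of the response to dehydration, were among the up-regulated *S. lycopersicum* genes. *ER5* stood at 205 ± 0.377 CPM in controls (SD, n = 2) and at 2126 ± 232 CPM in parasitized roots (n = 3), and *DREB2* had a log2 fold change of 2.89 ± 0.18 (standard error, adjusted *p* = 5.3e-04). *OFA*, *BHLH35*, *FBOX*, *GLDE* and *PPDG* were among the *S. pennellii* genes that rose, and *GLDE* had the smallest *p* (adjusted *p* = 4.3e-06), with 31.9 ± 7.72 CPM in controls and 488 ± 41.2 CPM in parasitized roots (n = 3 in each group).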

In IL6-2, we observe that genes’ up-regulation is more targeted in parasitized plants (IL6-2p) compared to controls (IL6-2c) as there are 4 out of 50 up-regulated genes (2 originated from *S. lycopersicum* and 2 from *S. pennellii*). The rest of the DEGs are down-regulated in parasitized plants, while in control samples, the same genes are up-regulated (Figure 4B). Regarding IL6-3, the vast majority of DEGs are down-regulated in parasitized plants (IL6-3p), while in control samples, the same genes are up-regulated (Figure 4C). 

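The leading IL6-3 genes were almost all up-regulated in parasitized roots, with 24 of the 25 *S. lycopersicum* genes and all 25 *S. pennellii* genes of smallest *p* higher than in controls. The jasmonate synthesis gene *opr3* was the only *S. lycopersicum* gene of the 25 with a symbol, at 36.3 ± 3.64 CPM in controls and 378 ± 38.3 CPM in parasitized roots (SD, n = 3 in each group, adjusted *p* = 1.8e-04). *FBOX* went from 238 ± 60.1 to 3503 ± 462 CPM and *GLDE* from 43.5 ± 3.72 to 722 ± 259 CPM, and both were among the leading *S. pennellii* genes with *OFA*, *BHLH35* and *PPDG*. The down-regulated gene, *LOC101252244*, had a log2 fold change of -3.07 ± 0.18 (standard error) and is named here because it was the single exception, a choice made after its value was seen.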

All 50 genes in the two ILs originate from both *S. lycopersicum* and *S. pennellii*. From these results, we can assume that ILs’ resistance mechanisms against broomrape parasitism are more targeted which is presented by the up-regulation of very few genes.

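The genotypes shared more of their response to broomrape than expected by chance, and the genes whose change differed from that in Formula included an ethylene synthesis gene and, in IL6-3, sugar, heat shock and signalling genes. Of the 16400 *S. lycopersicum* genes tested in all 3 genotypes, 560 were up-regulated and 446 down-regulated in all of them. IL6-2 and IL6-3 shared 1535 up-regulated and 1355 down-regulated genes, where 336 and 337 would be shared by chance (hypergeometric test). Formula shared 676 of its 1152 up-regulated genes with the 2326 of IL6-2, against 150 by chance, and 724 of 1089 with the 2552 of IL6-3, against 165 by chance.

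The difference between genotypes was tested as an interaction in edgeR. Formula is not the cultivar in which the lines were bred, and in the paper infection differed between the genotypes. The differences from Formula can therefore not be assigned to the introgressed segment. *ACS1A* rose in Formula but went from 130 ± 70.9 CPM in IL6-2 controls (SD, n = 2) to 56.2 ± 18.6 CPM in parasitized IL6-2 (n = 3), and the difference between the log2 fold changes was -3.39 ± 0.46 (standard error, adjusted *p* = 0.00824). Its decrease within IL6-2 (adjusted *p* = 0.0483) was lost without control replicate 1 (0.297), where 1 control is left and is assumed to vary like the parasitized plants, or parasitized replicate 2 or 3 (0.139 and 0.145), and with RLE factors (0.0508), all groups in a fit together (0.0824) or both species' genes together (0.0531). For IL6-3 against Formula the *ACS1A* difference was -2.85 ± 0.60 (adjusted *p* = 0.0254), a call lost without Formula control replicate 1, 2 or 3, IL6-3 control replicate 2 or 3 or parasitized IL6-3 replicate 1 (0.0501 to 0.0673). The hexose transporter *ht2* rose by 1.61 ± 0.20 in Formula and more strongly in IL6-3, with a difference of 4.13 ± 0.64 (adjusted *p* = 0.00671). For *HSP90* the difference between IL6-3 and Formula was 5.55 ± 0.77 (adjusted *p* = 0.00430), with a change from 1.18 ± 0.320 to 25.7 ± 11.3 CPM within IL6-3 (SD, n = 3 in each group). Within Formula there was no call (adjusted *p* = 0.191), but all parasitized plants (9.65, 12.7 and 44.5 CPM) lay below all controls (48.3 to 50.5 CPM). Part of the estimated difference thus comes from lower counts in parasitized Formula. Control levels in both lines were far below those of Formula controls, at 0.94 to 1.54 CPM in IL6-3 and 3.31 and 6.58 CPM in IL6-2. Reads of the lines that matched both species equally well were counted under *S. pennellii*, which was not done for Formula. Whether this lowered the *HSP90* counts of the lines or shaped the change within IL6-3 was not tested. The protein kinase *CIPK14* differed by 1.73 ± 0.23 (adjusted *p* = 0.00363) and rose from 31.1 ± 0.904 to 86.7 ± 16.9 CPM in IL6-3. Apart from *ACS1A* in IL6-3, these differences between genotypes held with each library left out in turn. Many other differences called for named genes did not hold in this way. Without Formula control replicate 3 alone, 22 of the named differences from Formula kept their call and 20 lost it. Over all genes, 398 of 19890 differed between IL6-2 and Formula, with 173 changing more positively in IL6-2, and 799 of 19184 differed between IL6-3 and Formula, with 504 more positive in IL6-3. The first count was 149 without Formula control replicate 3, 74 and 265 without the first and the second IL6-2 control (1 control left), and 105, 104 and 202 without parasitized IL6-2 replicate 1, 2 and 3. The second was 494, 486 and 428 without Formula control replicate 1, 2 and 3, 1313, 518 and 320 without IL6-3 control replicate 1, 2 and 3, and 347 and 399 without parasitized IL6-3 replicate 1 and 2.

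From the heatmaps of Figure 4, in which it reads very few genes of the lines as up-regulated, the paper proposes that the mechanisms of resistance in the introgression lines are more targeted.

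**Figure D1:**
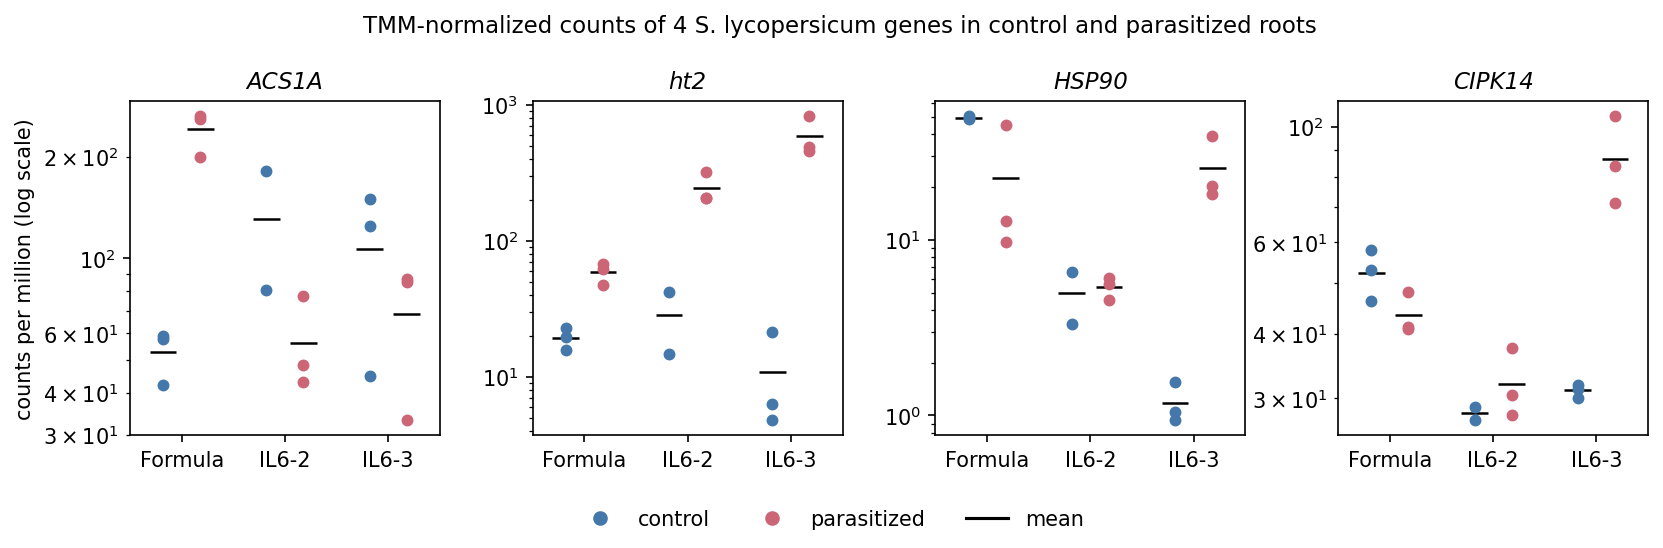
TMM-normalized CPM (log scale) of *ACS1A*, *ht2*, *HSP90* and *CIPK14* in control and parasitized roots of Formula, IL6-2 and IL6-3. Each point is a plant and each line the mean of its group, with 3 plants per group except the IL6-2 controls, where 2 are shown. Parasitized plants lie above controls for *ACS1A* in Formula, for *ht2* in all genotypes, and for *HSP90* and *CIPK14* in IL6-3. They lie below controls for *ACS1A* in IL6-2 and for *HSP90* in Formula.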

### 3.3. The 14 DEGs in Response to Broomrape Parasitism

Following transcriptomic analysis, we opted to select key candidate genes for validation and further study. Based on DEGs and the existing literature, fourteen genes were subjected to qPCR analysis. 

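Among the *S. lycopersicum* genes chosen for qPCR, lipid-kinase, calmodulin and *MLO* genes were up-regulated in both introgression lines, and a zinc finger gene and a GABA transaminase were down-regulated in both. *FAB1B* (*LOC101246905*), related to lipid kinases of the endomembranes, rose in IL6-3 from 71.5 ± 9.12 to 527 ± 183 CPM (SD, n = 3 in each group), a log2 fold change of 2.88 ± 0.31 (standard error, adjusted *p* = 8.5e-04), and in IL6-2 by 1.61 ± 0.31 (adjusted *p* = 0.00969). The calmodulin gene *CaM2* rose by 1.35 ± 0.26 in IL6-2 (adjusted *p* = 0.0102) and by 1.49 ± 0.20 in IL6-3 (adjusted *p* = 0.00214), reaching 953 ± 67.5 CPM. *MLO* (*LOC101254181*), of the family named after mildew resistance, went from 7.71 ± 1.94 to 29.3 ± 5.47 CPM in IL6-3 (1.92 ± 0.25, adjusted *p* = 0.00174), while the zinc finger gene *ZINC* (*LOC101250699*) fell by 1.48 ± 0.28 in IL6-3 (adjusted *p* = 0.00779). The GABA transaminase gene *GABA-TP3* fell by 0.92 ± 0.16 in IL6-2 (adjusted *p* = 0.00668) and by 1.04 ± 0.21 in IL6-3 (adjusted *p* = 0.0102).

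In Formula, *FAB1B* rose by 0.94 ± 0.25 (adjusted *p* = 0.0474), and *MLO*, *ZINC*, *CaM2* and *GABA-TP3* did not pass the test, with log2 fold changes of 0.61, -0.91, 0.93 and -0.34 and adjusted *p* of 0.0505, 0.0509, 0.0773 and 0.422 from edgeR. The change in IL6-3 minus that in Formula was 1.91 ± 0.40 for *FAB1B* (adjusted *p* = 0.0238) and 1.29 ± 0.29 for *MLO* (adjusted *p* = 0.0302), and no such difference passed for *CaM2*, *ZINC* or *GABA-TP3* (adjusted *p* = 0.485, 0.436 and 0.293). In IL6-2, *MLO* rose by 0.83 ± 0.22 (adjusted *p* = 0.0322) and *ZINC* fell by 0.90 ± 0.20 (adjusted *p* = 0.0167). *ZPR1* passed in no genotype (adjusted *p* of 0.649, 0.142 and 0.605 in Formula, IL6-2 and IL6-3). The gene named *D14* in the paper (*LOC101259838*), described there as an alpha/beta-hydrolase like DWARF14, had log2 fold changes of -0.44 ± 0.33 in Formula and -0.41 ± 0.35 in IL6-2 (adjusted *p* = 0.436 and 0.422), with 28 to 144 counts per Formula library, and it had 0 to 2 counts per library in IL6-3, where the filter removed it. Of the *S. pennellii* genes, *PSY*, a phytoene synthase of carotenoid synthesis, fell by 1.38 ± 0.44 in IL6-2 (adjusted *p* = 0.0450) and stood at -0.83 ± 0.37 in IL6-3 (adjusted *p* = 0.136).

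*FAB1B* in Formula was lost without any plant but parasitized replicate 2 (adjusted *p* of 0.0979 to 0.193) and without a count filter (0.0503), *MLO* in IL6-2 without control replicate 1 or any parasitized plant (adjusted *p* of 0.0628 to 0.101), *ZINC* in IL6-2 without parasitized replicate 2 or 3 (0.0665 and 0.0612), *GABA-TP3* in IL6-3 without parasitized replicate 1 (0.0541), the *FAB1B* difference without IL6-3 control replicate 3 or parasitized replicate 1 or 2 (0.0555 to 0.0673), the *MLO* difference without any of 8 plants (0.0524 to 0.0835) and *PSY* in IL6-2 without any plant but control replicate 1 (0.0719 to 0.172), with DESeq2 (0.0595) and with both species' genes together (0.0920). In Formula, *CaM2* passed without control replicate 2 (adjusted *p* = 0.0393), with DESeq2 (0.00778) and with all groups in a fit together (0.0275), *MLO* with DESeq2 (0.0169) and RLE factors (0.0460), and *ZINC* with DESeq2 (0.0152), upper-quartile factors (0.0401), a stricter count filter (0.0459), the newer edgeR method (0.0474) and all groups in a fit together (0.0166).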

The genes’ selection for validation was based on the bioinformatic analysis results of the RNA-Seq (Supplementary File S2, Supplementary Table S7) as well as on previous research studies. Table 1 elucidates the description of the studied genes in the NCBI and SolGenomics databases and the gene names in the current study.

### 3.4. qPCR Validation Highlights Prominent Changes upon Parasitism in IL6-3 Line

Relative expression levels were normalized with Actin (ACT) gene expression levels, and statistically significant differences were determined at a 95% confidence interval. All genes were expressed in the genotypes under study; however, statistically significant differences were observed for 9 out of 14 candidate genes, especially for the genotype IL6-3. With respect to *OFA*, *BHLH35*, *FAB1B*, *FBOX*, *GLDE*, *MLO*, *ZINC*, *PPDG*, and *CaM2* DEGs, the relative expression levels with statistically significant differences were observed in parasitized plants, mostly in IL6-3, validating the transcriptomic analysis results. In particular, *OFA*, *BHLH35*, *FAB1B*, *FBOX*, *GLDE*, and *MLO* DEGs displayed significant up-regulation in the parasitized plant of IL6-3 (Figure 5).

Specifically, in parasitized IL6-3, *OFA* and *BHLH35* exhibited a significant ~18- and 11-fold increase in gene expression, respectively, as compared to the control samples (Figure 5A,B). Similarly, *FAB1B* and *FBOX* displayed a significant but lower up-regulation of 3- and 5-fold, respectively, compared to their controls (Figure 5C,D). Finally, a 4- and 2-fold increase was evidenced for *GLDE* and *MLO*, respectively, in parasitized IL6-3 (Figure 5E,F).

Significant down-regulation for the parasitized plants of IL6-3 was also observed among the fourteen selected genes. In particular, *PPDG* and *ZINC* displayed a 2- and 3-fold decrease in parasitized IL6-3, respectively (Figure 6A,B). *CaM2* gene discriminated its relevant expression only in parasitized plants of Formula, where an 8-fold change was observed compared to the control plants (Figure 6C).

*ACLA2*, *D14*, *GABA*, *PSY*, and *ZPR1* genes were additionally selected for qPCR analysis based on previous publications regarding transcriptional responses to biotic stressors. They were expressed in all tested genotypes in both parasitic and control plants; however, no statistically significant differences were revealed in their relative gene expression (Supplementary Figure S1).

### 3.5. KEGG Enrichment Analysis of DEGs

PEA of the RNA-Seq findings was carried out with two distinct approaches. It is worth noting that approximately 11,000 genes in both species (out of ~31,000 total) are annotated with regard to biological pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) resource [51], and thus used as background for testing. Regarding the first approach, we analyzed the genes of each species separately in each introgression line, and the top 20 significantly enriched pathways are presented in Figure 7 and Figure 8. Specifically, the number of significantly enriched pathways for IL6-2 was 32 regarding *S. lycopersicum* and 36 regarding *S. pennellii*, respectively. For line IL6-3, the number of significantly enhanced pathways was 35 regarding both *S. lycopersicum* and *S. pennellii*. For the second approach, in which genes of the two species that belong to the same pathway were merged into a single set, the results can be found in Supplementary Figure S2. Additionally, a Venn diagram was generated to visualize the number of significantly enriched pathways found to be shared/unique among the two different species in each IL (Figure 9).

Notably, out of the 14 genes subjected to qPCR validation, only 4 are currently included in pathway annotations provided by KEGG. Out of these, 3 pertain to metabolic and signaling pathways that were found to be significantly enriched by DEGs in our transcriptomic analyses (Table 2).

## 4. Discussion

Managing broomrapes effectively requires a combination of strategies. The difficulties associated with their control, such as host specificity, seed bank persistence, underground growth, etc., are well documented (and reported in the international bibliography) [6,52]. However, the efficacy of these strategies in combating the parasite remains very constrained. Notably, timely prevention of root parasitism prior to attachment of the parasite to the root is of crucial importance [8]. The present study aimed to unravel significant differences in the expression of key genes during the early stage of parasitic infection, without utilizing stimulants, but instead by mimicking field conditions of parasitism. Differentially expressed key genes will be further investigated towards developing appropriate marker tools for the identification of genetic material with broomrape tolerance. Notably, several transcriptomic studies regarding tolerance to *Orobanche* have investigated the molecular response to infection at a single time point [53,54], which resembles our approach.

RNA-Seq analyses of host plants upon parasitism can provide a high-throughput view of the alterations induced as they interact with a parasite, including changes in gene expression, biochemical pathways, and host defense regulatory elements. Key parameters that are of particular interest include resistance genes, defense signaling pathways, hormonal regulatory components, and secondary metabolites implicated in the response to the parasite infection and development of resistance [55,56]. A plethora of transcriptomic analyses has been carried out in the past in tomato cultivars parasitized with broomrape species [56,57,58].

Our study is the first to perform an in-depth analysis of two specific ILs (IL6-2 and IL6-3) upon infection with the holoparasite and to unravel important DEGs originating from the *S. lycopersicum* and/or the *S. pennellii* genome. The aim was to validate several DEGs derived from transcriptomic analysis and relate them with significant pathways identified from each species (*S. lycopersicum* and *S. pennellii*). The overwhelming majority of DEGs revealed in this study are related to cellular and metabolic processes, responses to stimuli, and the regulation of protein synthesis. Prior studies on parasite–host interactions and crop resistance have focused on genes related to the metabolic pathway of strigolactones, a group of terpenoid lactones derived from carotenoids [3]. Fernández-Aparicio et al. [59] carried out research in fava beans, demonstrating that low strigolactone exudation within fava bean germplasm contributes to broomrape resistance. A recent review discusses different germination stimulants and their potential role in host specificity [60]. While very promising, strigolactone’s regulation is not the only approach to manipulate broomrape resistance in crops. A recent transcriptomic study has demonstrated the significant contribution of the salicylic acid (SA) pathway on sunflower resistance to *Phelipanche cumana* during parasitism [61].

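The split of DEGs between up- and down-regulated genes was close to even with TMM factors and varied with the setting, while among genes that changed more than 4-fold more rose than fell in each comparison. With TMM factors, the share of DEGs that rose was 53.4% in Formula, 50.8% for *S. lycopersicum* genes of IL6-2 and 50.3% of IL6-3, and 55.0% and 54.9% for the *S. pennellii* genes of these lines. Among changes above 4-fold, 361 genes rose and 113 fell in Formula. In IL6-2, 553 *S. lycopersicum* genes rose and 318 fell, and 195 *S. pennellii* genes rose and 122 fell. In IL6-3 these numbers were 860 and 427 for *S. lycopersicum* and 382 and 188 for *S. pennellii*. With upper-quartile factors in place of TMM, the share of DEGs that rose was 47.4% in Formula, 48.3% and 49.1% for the *S. lycopersicum* and *S. pennellii* genes of IL6-2, and 43.3% and 50.0% for those of IL6-3. The larger part thus turned with the scaling, except for the *S. pennellii* genes of IL6-3 (994 rose and 993 fell). With single plants left out the share that rose reached 62.8% in Formula (without control replicate 2), 56.2% and 63.2% for the *S. lycopersicum* and *S. pennellii* genes of IL6-2 (without parasitized replicate 3 and 2), and 57.1% and 62.7% for those of IL6-3 (without parasitized replicate 2). For *S. lycopersicum* genes it was 49.1% in IL6-3 without control replicate 1, and 45.9% in IL6-2 with all groups in a fit together.

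Genes of carotenoid and strigolactone synthesis showed no call as a group in any genotype, with 1 of 17 genes up-regulated and 1 down-regulated in Formula, 1 of 17 and 3 in IL6-2, and 1 of 15 and 4 in IL6-3 (camera, adjusted *p* = 0.476, 0.472 and 0.268). *CrtR-b2*, a carotene hydroxylase, rose by log2 fold changes of 2.04 ± 0.28 in IL6-2 and 2.00 ± 0.22 in IL6-3 (standard error, adjusted *p* = 0.00288 and 0.00101 from edgeR), while *ZEP*, the zeaxanthin epoxidase of the step that follows, fell by 1.54 ± 0.27 and 1.74 ± 0.33. *CrtR-b2* also rose in Formula, by 1.96 ± 0.40 (adjusted *p* = 0.0244), a call lost without control replicate 3, control replicate 1 (adjusted *p* = 0.0595) or parasitized replicate 3 (adjusted *p* = 0.0562). The down-regulated gene of this group in Formula was *CrtR-b1*, which fell by 1.27 ± 0.27 (adjusted *p* = 0.0282 from edgeR), a call also lost without control replicate 3.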

Our transcriptomic analysis revealed DEGs between parasitized and control plants, the vast majority of which (a) were found up-regulated in response to broomrape parasitism and (b) have crucial roles in processes other than strigolactone regulation. Omega-3 fatty acid desaturases (*FADs*) are enzymes that catalyze the conversion of omega-3 fatty acids from their precursor omega-6 fatty acids. In plants, *FADs* are important for maintaining membrane fluidity and stability, being key factors contributing to tolerance to various environmental stresses [62,63]. The studied FAD family member (named *OFA* gene throughout the manuscript) exhibited a 20-fold increase in parasitized roots of IL6-3 compared to the control and remained at control levels in the other two genotypes under study. The results by Shi et al. [63] associate an increased expression of *CbFAD3* in tobacco to tolerance against multiple stressors. Regarding the *FAB* gene family, *FAB1A* and *FAB1B* genes in *Arabidopsis* are genes that are important for the maintenance of endomembrane homeostasis [64]. The *FAB1B* gene, known for its role in regulating plant growth and stress responses, encodes a phosphatidylinositol-3-phosphate 5-kinase, an enzyme involved in the regulation of membrane homeostasis, trafficking, and cellular signaling [64]. Both genes, *FAD* (*OFA*) and *FAB1B* were found overexpressed in the parasitized roots of IL6-3, indicating/suggesting potential functional roles under biotic stress conditions, such as broomrape infestation. This constitutes the first research work implicating a role for *FAB* genes in broomrape tolerance, while very recently published data link *FAD-like* genes to broomrape resistance [65]. These findings highlight (*OFA*) and *FAB1B* as promising candidates for further study towards a better understanding of the defense mechanisms of tomato cultivars against broomrape infestation.

The basic helix–loop–helix (BHLH) family of transcription factors is extensively studied and has been implicated in the regulation of plant secondary metabolism [66], associated with responses to environmental stressors [67]. Jiang et al. [68] have reported that heterologous overexpression of the *Anthuriuman draeanum BHLH35* gene (*AaBHLH35*) in *Arabidopsis* transgenic lines enhanced tolerance to cold and drought stresses, supporting the notion that *BHLH35* is an essential factor for abiotic stress tolerance. Considering the findings of studies linking increased *BHLH* expression with enhanced tolerance to *Phelipanche* species [67], we hypothesize that *BHLH35* could be another promising candidate gene for conferring partial resistance to *P. ramosa* in IL6-3.

The *F-box* gene family is one of the most abundant and pleiotropic families in plants [69,70], with members that can be either positive or negative regulators of hormone biosynthesis [71,72,73]. The involvement of the F-box protein *MAX2* in strigolactone biosynthesis has been demonstrated [74], and further structural and functional analysis of our *F-box* gene can elucidate its correlation to strigolactone biosynthesis and its specific role in broomrape tolerance.

The *MLO* gene encodes a negative regulator of defense responses in plants, which has been reported as a key regulator of resistance to powdery mildew in tomatoes [75]. In general *MLO* gene appears to be important in regulating plant defense responses to biotic stress factors [76].

The *glutamate decarboxylase 4* gene *GAD* (named *GLDE* gene throughout the manuscript) encodes the glutamate decarboxylase 4 (GAD4) protein. In plants, *GAD* genes are crucial in regulating GABA levels, which in turn affects plant growth and development, as well as the response to environmental stresses [77]. Calmodulin (CaM) is a calcium-binding protein that also controls various cellular processes, including signal transduction, gene expression, and stress responses. Plants employ the divalent cation calcium (Ca^2+^) as a second messenger in relaying these endogenous (developmental) and exogenous (environmental) signals to appropriate cellular responses [78]. Very few studies have reported the implication of both genes to stress tolerance. Rajani et al. [79] demonstrated that maize plants expressing the deregulated *AtGAD1* exhibit severe chlorosis, retarded growth phenotype, high levels of GABA, and Ca^2+^/CaM-independent *GAD* activity, indicating that both genes are involved in the response of plants to stress factors. These findings agree with the results of the present study, where *GLDE* and *CaM2* are found up-regulated in broomrape-infected plants of IL6-3 and Formula genotypes, respectively.

Phospholipase D (PLD) enzymes cleave phospholipids to generate the lipid second messenger, phosphatidic acid (PA). In *Arabidopsis thaliana*, *PLDγ1-like* (named *PPDG* gene throughout the manuscript) is expressed in various plant tissues and is involved in the regulation of plant responses to abiotic and biotic stresses [80]. Zinc finger CCCH domain-containing proteins (ZFPs) are a subfamily of zinc finger proteins that contain a conserved CCCH motif. Tomatoes feature several *ZFPs-encoding* genes, including the Zinc finger CCCH domain-containing protein 32 (SlZFP32), a transcription factor involved in regulating genes implicated in abiotic stress responses [81]. *PPDG* and *ZINC* genes are down-regulated in parasitized plants compared to the controls, especially in IL6-3, revealing an interesting pathway of potential tolerance for further study.

Additionally, three other genes *CaM2*, *PPDG*, and *ZINC* displayed down-regulation in parasitized IL6-3 roots, an expected outcome based on their gene ontology description. More specifically, based on the description of gene ontology data at the Sol genomics database, the *CaM2* gene (GO:0075135) is implicated in processes in which the symbiont organism (the host organism—tomato) stops, prevents, or reduces the frequency, rate, or extent of calcium or calmodulin-mediated signal transduction. Therefore, it could be suggested that *CaM2* should be suppressed in the tolerant host genotypes inoculated with broomrapes. Formulas’ parasitized plants exhibited a marked increase in *CaM2* expression, as compared to control plants as well as to the other two ILs, which supports the notion of Formula’s susceptibility to the parasite.

Moreover, the *PPDG* gene studied in this work has been found to be a negative regulator in various biotic and abiotic stressors. More specifically, according to the gene ontology description, *PPDG* presents negative regulation of the response to biotic stimulus (GO: 0002832) like stringolactones (SLs), a major mechanism involved in broomrape germination. Furthermore, it provokes negative regulation of filamentous growth of a population of unicellular organisms in response to a chemical stimulus (GO: 1900438) (filamentous growth also inoculates the hosts’ roots, and the hosts use similar resistant mechanisms to avoid parasitism like in broomrapes). It also appears as a negative regulator of defense response (GO:0031348). These are only a few examples of *PPDG*’s negative regulation of plant tolerance to biotic stressors. These results agree with the findings of this study, where *PPDG* is down-regulated in IL6-3 parasitized plants, further supporting our suggestion that this specific introgression line is the most tolerant of the three genotypes tested.

Regarding the *ZINC* gene, and based on the gene ontology data, it codes for a host cell extracellular matrix binding protein, interacting selectively and non-covalently with the extracellular matrix of a host cell (GO:0046810). In our study, *ZINC* displayed up-regulation in control roots (non-parasitized with broomrape) in IL6-3, compared to all the other genotypes. It might serve as a repressor of transcription whose down-regulation in parasitized IL6-3 roots allows for downstream stress-responsive genes to be transcribed. In conclusion, the three down-regulated genes found in this research are all in accordance with the gene ontology data of the Solgenomics database, which is the most specific, updated, and trustworthy database for Solanaceae plants. Based on these findings, these genes could be further studied to demonstrate a putative role in tomato resistance against *Phelipanche*. Our results are in line with existing reports regarding the involvement of these genes in abiotic/biotic stressors and imply possible roles in broomrape resistance. The differential gene expression could possibly be due to the *S. pennellii* genome or to the complementary interaction of both genomes. Future studies assessing the precise genomic content of these lines, as well as their epigenomic activity under parasitism, could shed more light on the exact mechanisms. Partial resistance against a different broomrape species, *Phelipanche aegyptiaca*, was also found by Bai et al. [75] in these ILs.

PEA identifies biological terms that are overrepresented in a group of genes more than would be expected by chance and ranks these terms by significance [82]. Dai et al. [83] carried out a comparative transcriptome analysis between the cultivated and wild tomato genotypes under abiotic stressors (i.e., salt and drought stress). Their enrichment results using the KEGG resource revealed numerous implicated pathways of interest, some of which are also found through our analysis, including the biosynthesis of amino acids, carbon metabolism, glycolysis/glyconeogenesis, and the ribosome pathway (Figure 6 and Figure 7). A de novo comparative transcriptome analysis of DEGs in the scion of homografted and heterografted tomato seedlings carried out by Wang et al. [84] presented the 10 most significantly enriched KEGG pathways among DEGs detected between hetero- and homografted tomato seedlings. Grafting might cause abiotic stress effects to the seedlings, and their analysis pinpointed pathways like our study, such as the MARK-signaling pathway plant, plant hormone signal transduction (Supplementary Figure S2), the biosynthesis of amino acids, protein processing in the endoplasmic reticulum, the spliceosome, etc. (Figure 6 and Figure 7). Furthermore, Ashapkin et al. [85], in a review study regarding genomic and epigenomic mechanisms of host plants against the parasitic weed *Cuscuta*, mentioned that *Cuscuta japonica* exhibited distinct morphological features after attachment to *Ficus macrocarpa* (host plant) and *Mangifera indica* (non-host plant). A KEGG PEA was carried out, revealing various important biochemical pathways, significantly enriched by DEGs. Several pathways are also demonstrated in our study (Figure 7, Supplementary Figure S2), such as “flavonoid biosynthesis”, “plant–pathogen interaction”, “arginine and proline metabolism”, “MARK signaling”, “phenylalanine metabolism”, “arginine biosynthesis”, and “carbon fixation in photosynthetic organisms”. The results presented by Ashapkin et al. [85] indicated that many metabolites and signal pathways are responsible for rendering host resistance to dodders. To determine *Striga* germination rates, one of the most serious parasitic weeds, infesting various *Sorghum* genotypes, Irafasha et al. [86] categorized their samples by hierarchical clustering using self-organizing maps (SOMs). The PEA of SOMs of DEGs revealed various pathways that control several important biological regulations such as seed dormancy break and germination. Specific gene expression patterns in the ABA biosynthesis pathway are also mapped in the carotenoid biosynthesis pathway involving enzymes like PSY, which is also involved in our study. Furthermore, it is also referred that the observations reveal possible interactions between SL, ABA, and other hormone pathways [86]. These similarities indicate that plant resistance mechanisms against biotic and abiotic stressors could, to some extent, exhibit shared mechanistic components and interactions.

Ten out of fourteen genes assessed via qPCR in our study do not appear to be involved in significantly enriched pathways. We should emphasize, however, that 11,000 out of 31,221 total genes in *S. lycopersicum* (35%) are currently annotated to KEGG pathways. This underscores the fact that our knowledge of the genes’ roles in molecular mechanisms is still incomplete, and this phenomenon is exacerbated in plant organisms. The validated genes of unknown roles that we included in our study could provide a starting point towards assessing poorly defined mechanisms of resistance against broomrape and discovering novel ones. To date, research on broomrape resistance is mainly focused on the mechanism of SL accumulation in the roots of the host. Our findings suggest that, apart from the unarguable importance of SL metabolism, diverse cellular processes are potentially involved in tomatoes’ responses to broomrapes. Further understanding of such biological processes will expand our knowledge of host resistance to broomrapes and will pave the way to alternative management strategies against parasitism in tomatoes and other crops of high economic and nutritional value.

## 5. Conclusions

Our present research study focused on early-stage infection of tomato with *P. ramosa* and explored the involvement of candidate genes that could serve as molecular markers for future pre-breeding programs. We emphasized exploring further potential mechanisms regarding broomrape resistance by analyzing a large array of genes not previously studied in host–parasite interaction processes and host responses. We investigated herein, for the first time, early-stage broomrape parasitism of two resistant tomato lines, IL6-2 and IL6-3, as compared to the susceptible commercial variety ‘Formula’ and unveiled a series of genes that show remarkable differential expression between resistant and susceptible genotypes upon broomrape infection. Meticulous analysis of gene expression patterns and PEA datasets combined with the mining of bibliographical data has highlighted the potential involvement of the encoded proteins in crucial biochemical pathways implicated in parasitism and resistant mechanisms. Our studies will be expanded to investigate molecular responses to infection along a post-infection time course including additional timepoints. The knowledge to be acquired together with the valuable findings from this study on the genes described above will be used to enrich our understanding of broomrape parasitism at the molecular level and contribute to the development of sustainable solutions for counteracting the devastating effects of broomrape infection in tomatoes and other important crops.

## Figures and Tables

**Figure 1:**
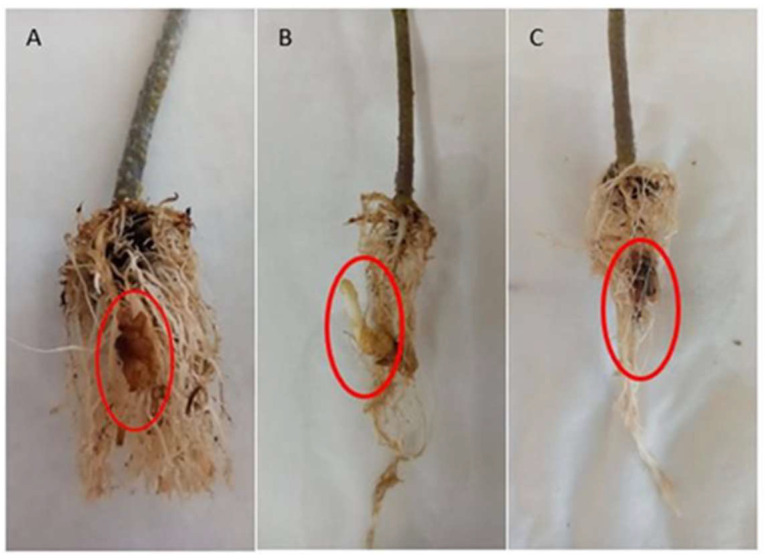
Parasitized tomato roots one month after inoculation with *O. ramosa* seeds. (**A**) Formula genotype parasitized with *O. ramosa* at the tubercule stage. (**B**) IL6-2 genotype parasitized with *O. ramosa* at the emergence stage. (**C**) IL6-3 genotype parasitized with *O. ramosa* at the early tubercule stage. Broomrape parasitism on tomato roots is presented in the red circles.

**Figure 2:**
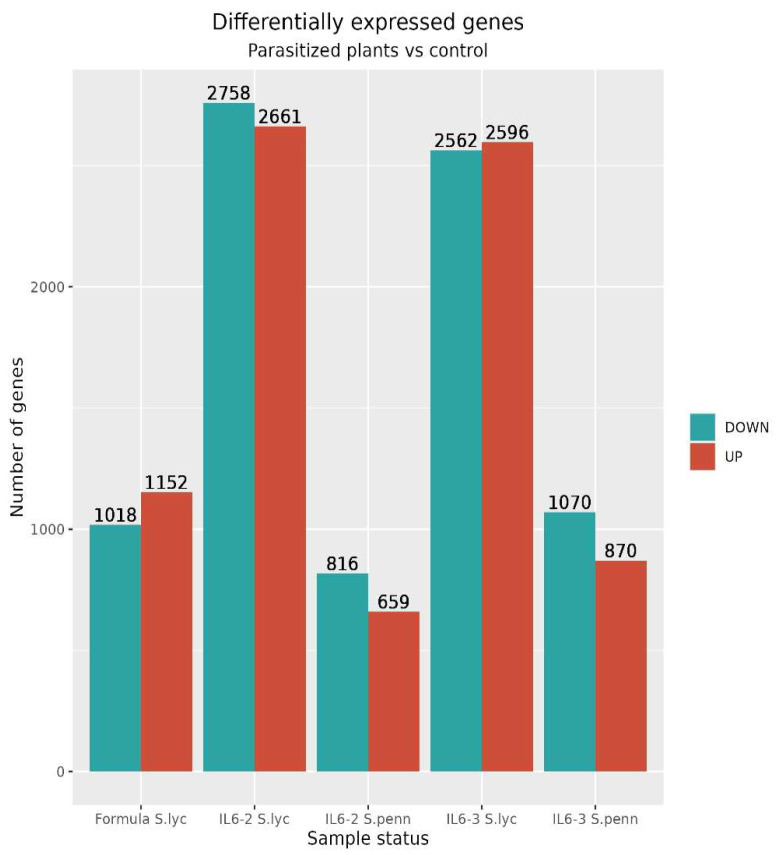
Bar plot illustrating numbers of significant DEGs (FDR < 0.05) for the Formula genotype and the two introgression lines, based on the results obtained from edgeR. Each line produced two sets of results since differential expression analysis was conducted once for genes originating from the *S. pennellii* genome and the second for genes originating from the *S. lycopersicum* genome. Down-regulated genes in the presence of *Phelipanche* are represented in the blue color, while up-regulated ones are shown in red.

**Figure 3:**
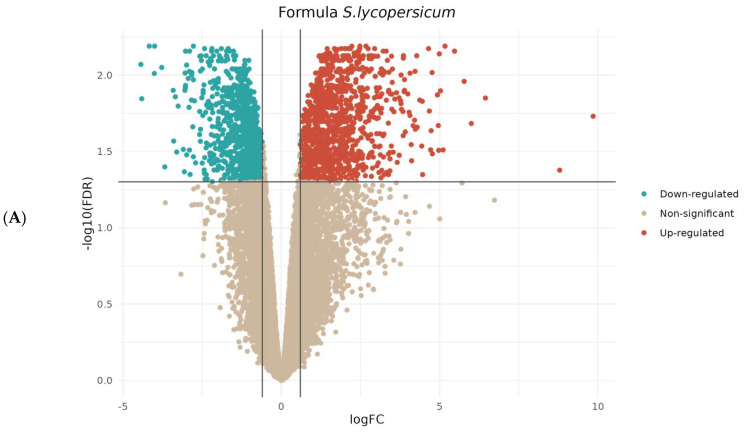

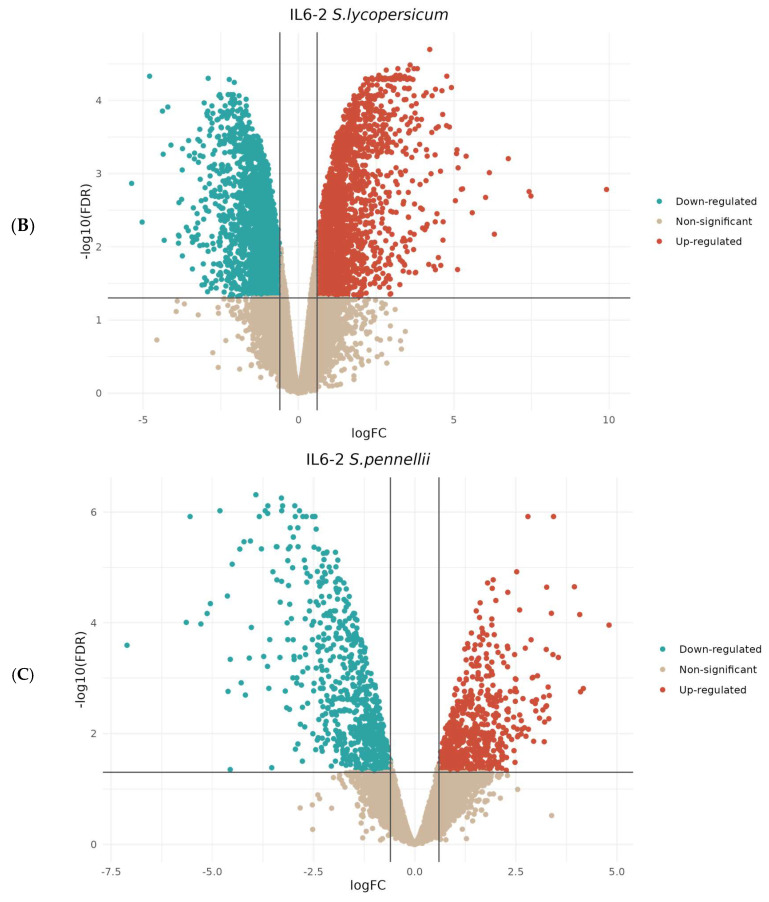

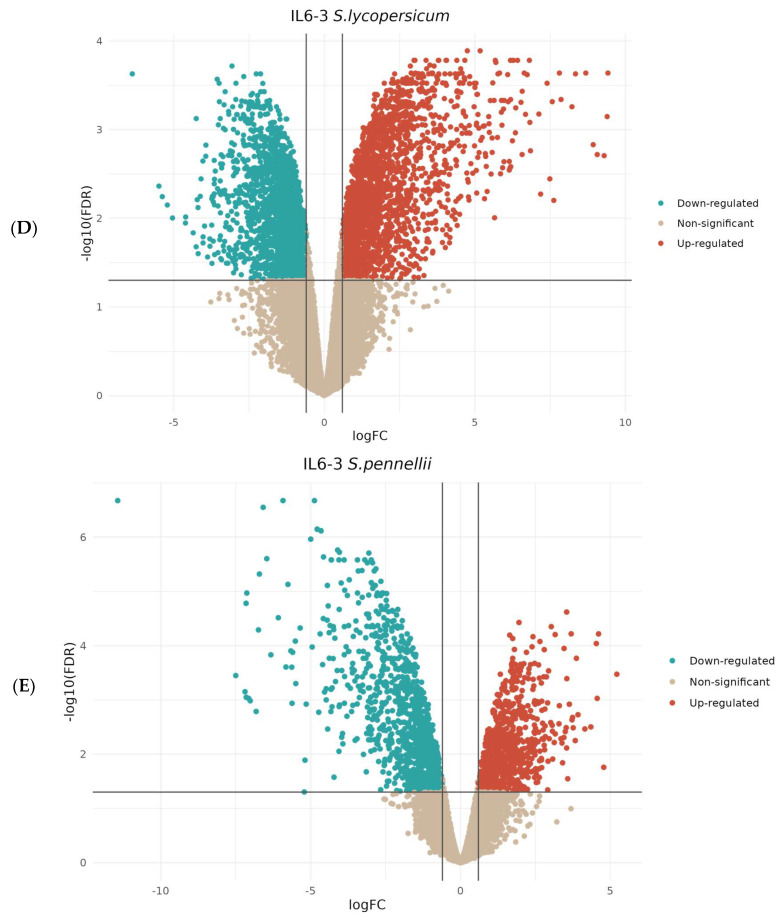
Volcano plots demonstrating results of differential expression analysis between parasitized and non-parasitized plant samples of (**A**) ‘Formula’ with *S. lycopersicum* annotated genome, (**B**) IL6-2 with *S. lycopersicum* annotated genome, (**C**) IL6-2 with *S. pennellii* annotated genome, (**D**) IL6-3 with *S. lycopersicum* annotated genome, and (**E**) IL6-3 with *S. pennellii* annotated genome. Genes are represented as points and are colored if |log_2_(fold change)| > 0.6 and adjusted to *p* < 0.05. Up-regulated genes are highlighted in red, while down-regulated genes are highlighted in blue color.

**Figure 4:**
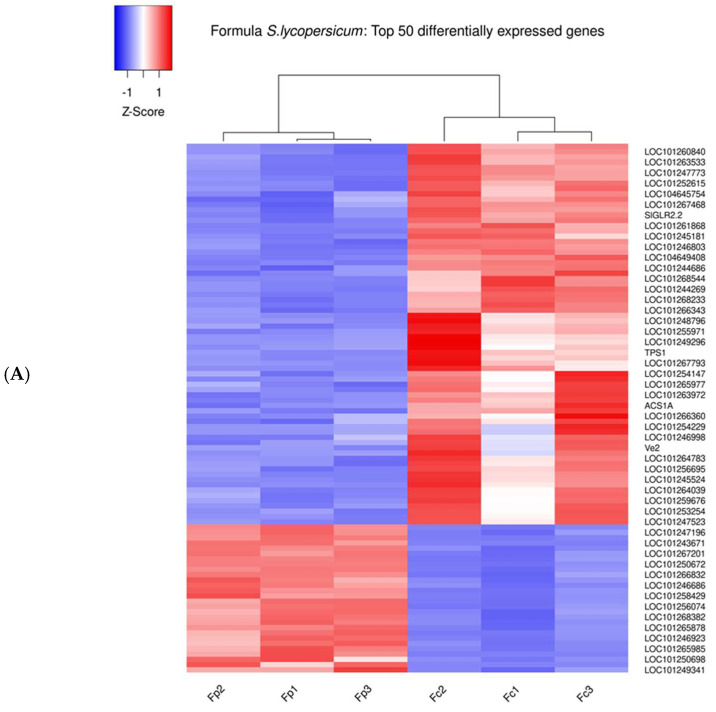

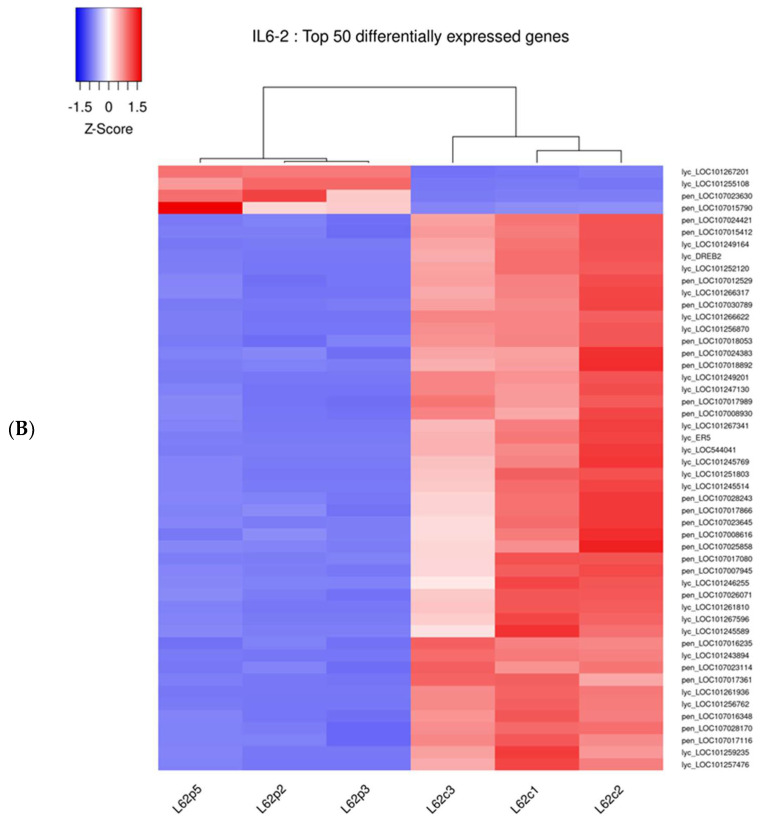

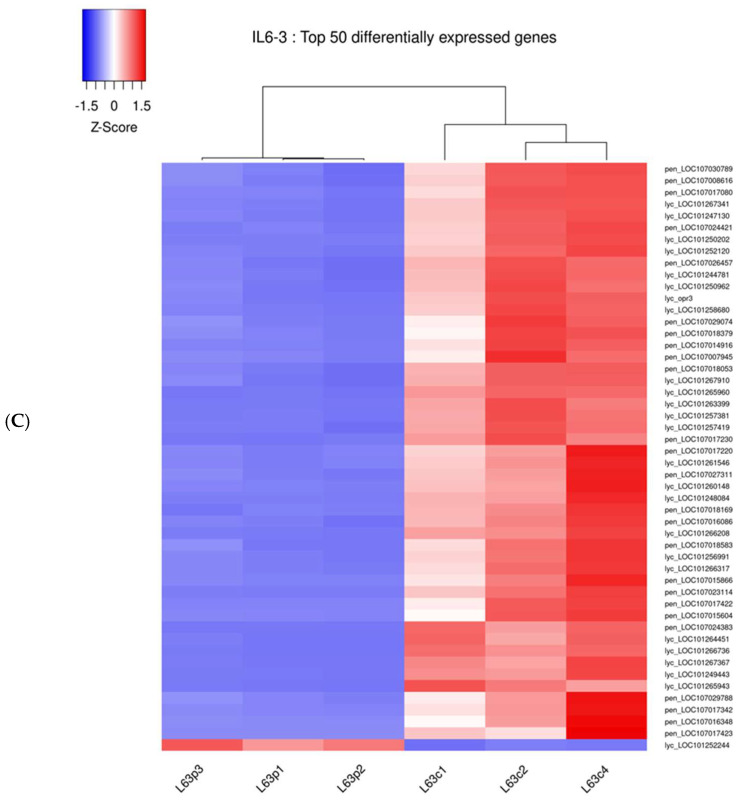
(**A**) Top 50 DEGs (up- and down-regulated) in Formula genotype. Fp1, Fp2, and Fp3 correspond to parasitized plants of Formula hybrid, while Fc1, Fc2, and Fc3 refer to Formula controls (i.e., non-infected roots). (**B**) Top 50 DEGs (up- and down-regulated) in IL6-2 genotype. IL6-2p2, IL6-2p3, and IL6-2p5 correspond to parasitized plants of IL6-2, while IL6-2c1, IL6-2c2, and IL6-2c3 refer to IL6-2 controls. (**C**) Top 50 DEGs (up- and down-regulated) in IL6-3 genotype. IL6-3p1, IL6-3p2, and IL6-3p3 correspond to parasitized plants of IL6-3, while IL6-3c1, IL6-3c2, and IL6-3c4 refer to IL6-3 controls. Color-coding represents z-score-scaled normalized read counts for each gene across samples.

**Figure 5:**
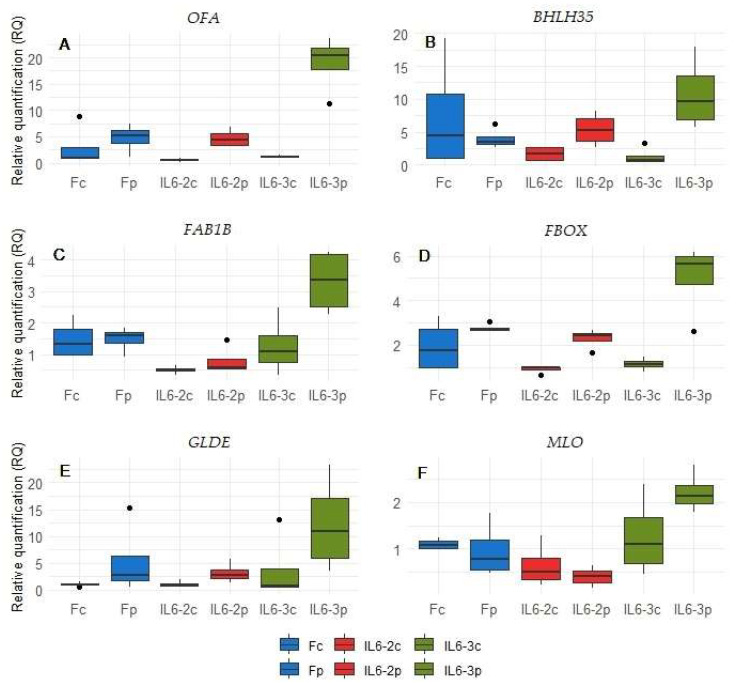
Relative expression levels per genotype and treatment (control vs. parasitized plants) of 6 genes denoted as DEGs in the RNA-Seq experiments, which appear as significantly up-regulated in IL6-3 parasitized plants via qPCR. Treatments: Formula control (Fc), Formula parasitized (Fp), introgression line 6-2 control (IL6-2c) and parasitized (IL6-2p), and introgression line 6-3 control (IL6-3c) and parasitized (IL6-3p). Statistically significant differences were determined at *p* < 0.05 comparing the relative expression between the control and the parasitized plants/genotype.

**Figure 6:**
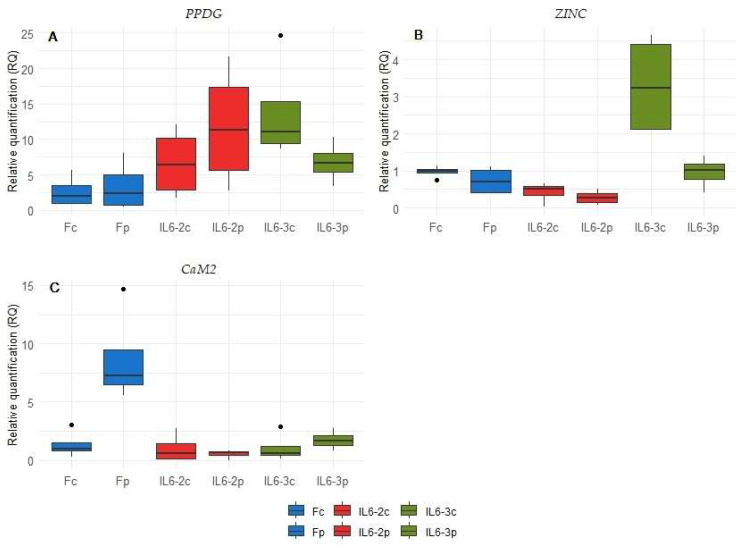
Relative expression levels per genotype and treatment (control vs. parasitized plants) of 3 genes denoted as DEGs in the RNA-Seq experiments, which appear as significantly up-regulated in IL6-3 control plants compared to parasitized ones ((**A**,**B**), *PPDG*, and *ZINC*, respectively) and up-regulated in Formula parasitized plants ((**C**), *CaM2*). Treatments: Formula control (Fc), Formula parasitized (Fp), introgression line 6-2 control (IL6-2c) and parasitized (IL6-2p), and introgression line 6-3 control (IL6-3c) and parasitized (IL6-3p). Statistically significant differences were determined at *p* < 0.05 comparing the relative expression between the control and the parasitized plants/genotype.

**Figure 7:**
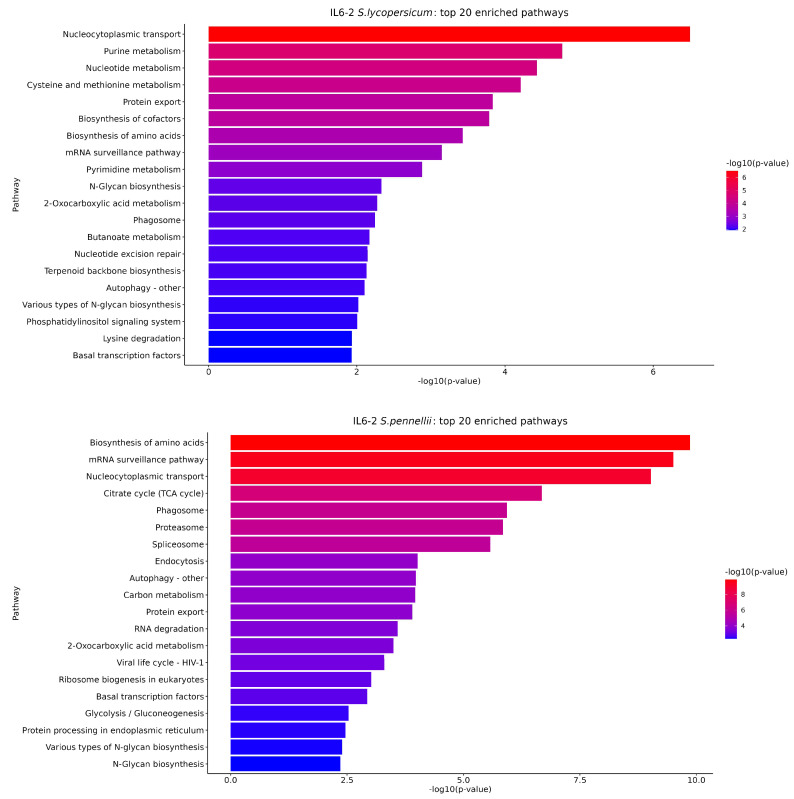
The top 20 significantly enriched pathways, obtained from the first approach pathway analysis for introgression line IL6-2, with *p* < 0.05.

**Figure 8:**
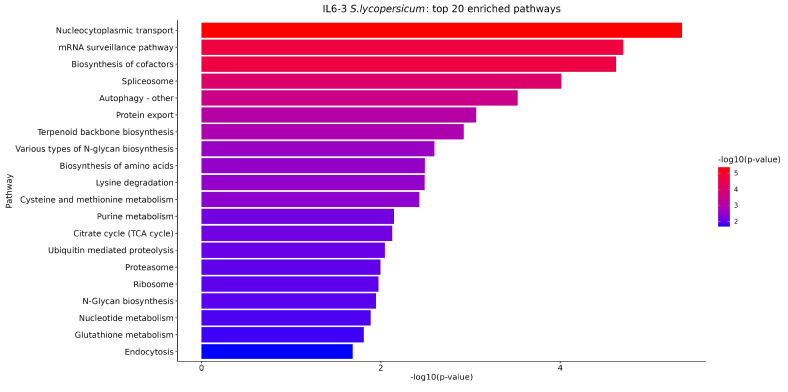

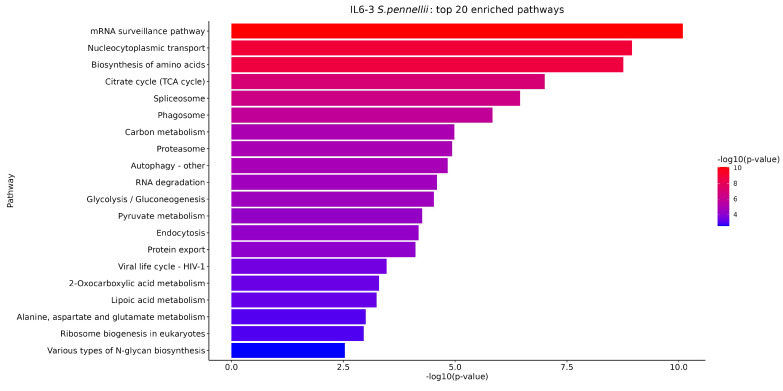
The top 20 significantly enriched pathways, obtained from the first approach pathway analysis for introgression line IL6-3, with *p* < 0.05.

**Figure 9:**
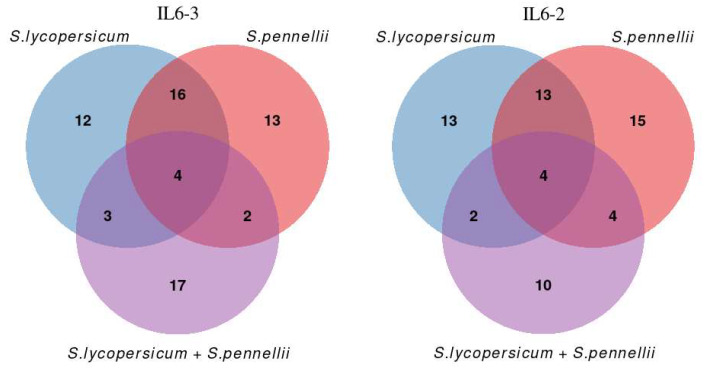
Venn diagram illustrating numbers of common pathways identified as significant across different genomic annotations.

**Table 1:** Gene descriptions, IDs according to NCBI and SolGenomics databases, and gene names used in this manuscript.

NCBI Gene Description	Gene Names in This Manuscript	GeneIDs	SolycIDS
*omega-3 fatty acid desaturase, chloroplastic (FAD)*	*OFA*	LOC107023114	Solyc06g051400
*transcription factor bHLH35 (bHLH)*	*BHLH35*	LOC107024383	Solyc07g018010
*1-phosphatidylinositol-3-phosphate 5-kinase FAB1B-like (FAB)*	*FAB1B*	LOC101246905	Solyc03g123570
*F-box protein At1g78280 (F-box)*	*F-BOX*	LOC107017080	Solyc04g074490
*glutamate decarboxylase 4 (* *GAD)*	*GLDE*	LOC107016348	Solyc04g025530
*MLO-like protein 9*	*MLO*	LOC101254181	Solyc02g038806
*phospholipase D gamma 1-like (PLD)*	*PPDG*	LOC107007945	Solyc01g091910
*zinc finger CCCH domain-containing protein 32 (ZFP)*	*ZINC*	LOC101250699	Solyc06g008740
*CaM2 calmodulin 2*	*CaM2*	SlCaM2	Solyc10g081170
*ATP-citrate synthase beta chain protein 2-like*	*ACLA2*	LOC107007996	Solyc01g059880
*alpha/beta-hydrolase DWARF14-like*	*D14*	LOC101259838	Solyc02g092770
*GABA-TP3 gamma-aminobutyrate transaminase subunit precursor isozyme 3*	*GABA*	GABA-TP3	Solyc12g006450
*phytoene synthase 1*	*PSY*	LOC107014634	Solyc03g031860
*zinc finger protein ZPR1-like*	*ZPR1*	LOC101251441	Solyc02g069120

**Table 2:** Here, 4 out of 14 DEGs studied expressed in annotated pathways in KEGG database.

Gene Name	NCBI ID	SolycID	Pathway Name	Species	Significant Pathway Found
*FAB1B*	LOC101246905	Solyc03g123570	Inositol phosphate metabolism	*S. lycopersicum*	-
*GLDE*	LOC107016348	Solyc04g025530	Alanine, aspartate, and glutamate metabolism	*S. pennelli*	IL6-2_penn, IL6-3_penn
*PPDG*	LOC107007945	Solyc01g091910	Glycerophospholipid metabolism	*S. pennelli*	IL6-2_merged, IL6-3_merged
*CaM2*	SlCaM2	Solyc10g081170	MAPK signaling pathway–plant	*S. lycopersicum*	IL6-2_merged, IL6-3_merged

## Data Availability

The original contributions presented in the study are included in the article and Supplementary Materials. Additionally, the RNA-Seq data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE245472.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cimb46080535/s1. Supplementary File S1: Table S1: Tomato plant height (cm) on four different days after inoculation (DAI) with broomrape seeds; Table S2: Tomato plant weight (kg) on four different days after inoculation (DAI) with broomrape seeds; Table S3: Soil plant analysis development (SPAD) for the tomato plants on four different days after inoculation (DAI) with broomrape seeds; Table S4: Relative Water Content (RWC) of tomato leaves on 30 DAI; Table S5: Genomic/transcriptomic alignment rates for *S. lycopersicum* libraries; Table S6: Genomic/transcriptomic alignment rates for introgression line libraries; Table S7: List of the 14 DEGs selected for q PCR validation and information extracted after bioinformatic analysis; Table S8: Primers used for qPCR validation of 14 DEGs; Figure S1: Relative gene expression for the genes A: *ACLA2*, B: *D14*, C: *GABA*, D: *PSY* and E: *ZRP1*, with no significant differences; Figure S2: Genes within each shared pathway for the two species (*S. lycopersicum* X *S. pennellii*) were merged into a single set. The top 20 enriched pathways for each IL (6-2 & 6-3 respectively) are presented; Supplementary File S2: The DEGs, displayed both up- and down-regulation across the different genotypes.

# Supplementary material for: Transcriptomic Approach for Investigation of Solanum spp. Resistance upon Early-Stage Broomrape Parasitism
**Source:** Curr Issues Mol Biol. 2024 Aug 18;46(8):9047–73. doi: 10.3390/cimb46080535
**Supplement:** Supplementary file 1

Supplementary File 1

Table S1. Tomato plant height (cm) in four different days after inoculation (DAI) with broomrape seeds.

Tomato height (cm)								
Genotype	0 DAI		15DAI		30DAI		60 DAI	
	control	inoculated	control	inoculated	control	inoculated	control	inoculated
Formula	23.5 a* ±2.53	26.1a ±2.48	25.5b ±2.06	29.9 a ±1.76	24.8 b ±2.23	32.7a ±2.07	26.3 b ±2.35	31.3a ±1.79
IL 6-2	15.3b ±0.94	13.9 b ±1.02	16.9cd ±0.72	14.5d ±0.73	16.9d ±0.60	16.8 d ±0.64	17.1cd ±0.63	15.3 d ±0.78
IL6-3	17.4 b ±1.55	16.6 b ±1.66	18.2 cd ±1.09	20.4c ±0.85	19.5cd ±1.37	21.6 c ±1.21	19.3cd ±1.48	21.0 c ±1.28
Prob> F	<0.001		<0.001		<0.001		<0.001	

* The cell values represent the mean of the varieties per treatment along with the standard error. Means denoted by a different letter indicate significant differences.

Table S2. Tomato plant weight (kg) in four different days after inoculation (DAI) with broomrape seeds.

Tomato weight (kg)								
Genotype	0 DAI		15 DAI		30 DAI		60 DAI	
	control	inoculated	control	inoculated	control	inoculated	control	inoculated
Formula	0.15 ±0,010	0.16 ±0,010	0.17 ±0,012	0.18 ±0,011	0.29 ±0,097	0.19 ±0,010	0.20 ±0,013	0.22 ±0,013
IL 6-2	0.17 ±0,015	0.16 ±0,007	0.18 ±0,010	0.17 ±0,007	0.19 ±0,010	0.18 ±0,008	0.20 ±0,012	0.19 ±0,008
IL 6-3	0,19 ±0,011	0.19 ±0,013	0.20 ±0,011	0.19 ±0,011	0.20 ±0,009	0.21 ±0,011	0.21 ±0,010	0.22 ±0,012
Prob> F	0.14		0.27		0.48		0.44	

* The cell values represent the mean of the varieties per treatment along with the standard error.

Table S3. Soil plant analysis development (SPAD) for the tomato plants in four different days after inoculation (DAI) with broomrape seeds.

SPAD								
Genotype	0 DAI		15DAI		30 DAI		60 DAI	
	control	inoculated	control	inoculated	control	inoculated	control	inoculated
Formula	32.92 ±0,74	30.49 ±1,48	30.99 ±1,27	31.05 ±0,46	31.82d ±1,04	32.58cd ±0,73	30.71 ±1,34	32.68 ±0,71
IL 6-2	31.71 ±1,07	32.77 ±1,52	33.96 ±0,65	32.73 ±1,00	34.94ab ±0,63	35.28a ±0,61	33.2 ±0,72	33.58 ±0,72
IL6-3	29.21 ±2,03	33.59 ±0,51	31.67 ±0,43	32.83 ±0,57	32.94bcd ±0,80	34.18abc ±0,62	33.3 ±0,65	33.65 ±0,93
Prob>F	0.1848		0.0710		0.0102		0.1793	

* The cell values represent the mean of the varieties per treatment along with the standard error. Means denoted by a different letter indicate significant differences.

Table S4. Relative Water Content (RWC) of tomato leaves on 30 DAI (Prod>F 0.5751)

RWC		
Genotype	control	inoculated
Formula	64.42 ±3,57	69.16 ±4,44
IL 6-2	70.50 ±6,04	63.87 ±1,67
IL6-3	61.40 ±3,60	69.80 ±3,56

Table S5. Genomic/transcriptomic alignment rates for *S. lycopersicum* libraries.

Sample ID	Processed reads	Total mapped reads	Uniquely mapped	Multi-mapped	Mapping rate (%)	Transcriptome-mapped reads
Fc1	15212589	14229363	14026906	202457	93.5	11857705
Fc2	15400281	14506971	14314548	192423	94.2	12086759
Fc3	14899580	14060243	13885945	174298	94.4	11761498
Fp1	14381851	13457552	13258891	198661	93.6	11256608
Fp2	14311831	12536799	12360811	175988	87.6	10487957
Fp3	10514040	9924140	9771721	152419	94.4	8320014

Table S6. Genomic/transcriptomic alignment rates for introgression line libraries.

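Counts under *S. pennellii* made up 12.2% ± 0.00718 of all counts in IL6-2 controls (SD, n = 2, since the *S. lycopersicum* values of control replicate 3 repeat those of replicate 2) and 14.4% ± 2.25 in parasitized IL6-2 (n = 3). In IL6-3 the share was 15.5% ± 1.35 in controls and 15.8% ± 0.461 in parasitized roots (n = 3 in each group). Neither difference between parasitized and control roots passed a two-sided exact permutation test (*p* = 0.3 for IL6-2 and *p* = 0.8 for IL6-3, where 0.1 is the smallest *p* these numbers of plants allow). The gene *LOC114078149* alone held 30.9% of the *S. pennellii* counts of parasitized IL6-2 replicate 3, and without the 10 genes of most counts the IL6-2 difference turned from 2.16 to -0.596 percentage points, while it was 0.873 without parasitized replicate 3. In IL6-3 the difference of 0.261 percentage points was 0.706 without these 10 genes, and with single plants left out it was -0.137, 1.04 and -0.123 without control replicate 1, 2 and 3, and 0.481 and 0.0208 without parasitized replicate 1 and 3. Table S6 gives the share of reads that matched both species equally well, which the authors added to the *S. pennellii* genes, and from its values these reads were 44.1% to 71.5% of the *S. pennellii* counts of a library.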

Sample ID	Processed reads	Total mapped reads	Uniquely mapped	Multi-mapped	Mapping rate (%)	Transcr.-mapped reads	S. lyc.-mapped (%)	S. penn.-mapped (%)	Ambig.-mapped (%)
IL6-2c1	15130205	14324301	12863083	1461218	94.7	11980313	87.7	3.5	8.8
IL6-2c2	13075746	12148925	10924818	1224107	92.9	10222260	87.7	4	8.3
IL6-2c3	14066894	13498059	12113054	1385005	96	11466164	87.5	4.3	8.1
IL6-2p2	12351438	11245036	10025167	1219869	91	9514020	86.6	5.8	7.5
IL6-2p3	14130864	13483295	12067356	1415939	95.4	11373586	87.1	5	7.8
IL6-2p5	15256253	14223487	12219123	2004364	93.2	12075176	82.9	9.5	7.5
IL6-3c1	14769400	13959301	12636270	1323031	94.5	11772041	85.2	6.6	8.1
IL6-3c2	13251546	12590892	11116971	1473921	95	10715435	82.8	9	8.1
IL6-3c4	13820401	12706869	11484683	1222186	91.9	10764471	85.2	6.5	8.3
IL6-3p1	14555710	13836304	12482499	1353805	95.1	11647045	84.6	7.2	8.1
IL6-3p2	13886241	13234717	11885438	1349279	95.3	11157135	84.2	7.7	8.1
IL6-3p3	10367191	9447792	8440223	1007569	91.1	8025882	83.6	8.4	7.8

Table S7. List of the 14 DEGs selected for q PCR validation and their data after bioinformatic analysis.

edgeR	Genename	Gene_id	logFC	logCPM	F	PValue	FDR
Formula_ <i>S. lycopersicum</i>	MLO	LOC101254181	0,6124264	4,440851	14,2762239	0,005831302	0,050191342
	ZINC	LOC101250699	-0,9090099	3,350489	14,27595295	0,005831593	0,050191342
	FAB1B	LOC101246905	0,9433622	8,5144902	14,24400141	0,005865969	0,050325395
	CaM2	SiCaM2	0,932536	9,9970355	10,17609065	0,013524197	0,080598879
IL6-2_ <i>S.lycopersicum</i>	MLO	LOC101254181	0,6124264	4,440851	14,2762239	0,005831302	0,050191342
	ZINC	LOC101250699	-0,9090099	3,350489	14,27595295	0,005831593	0,050191342
	FAB1B	LOC101246905	0,9433622	8,5144902	14,24400141	0,005865969	0,050325395
IL6-2_ <i>S.pennellii</i>	GLDE	LOC107016348	-3,9250331	8,0233572	283,6785885	6,12E-11	4,88E-07
	FBOX	LOC107017080	-3,2933072	9,4127743	251,5857689	1,40E-10	5,59E-07
	PPDG	LOC107007945	-3,2644545	6,9587665	212,6424372	4,46E-10	7,73E-07

	OFA	LOC107023114	-3,6945588	10,039286	188,3033829	1,07E-09	9,49E-07
	BHLH35	LOC107024383	-3,840076	7,4965754	168,5778915	2,26E-09	1,21E-06
	ACLA	LOC107007996	-1,1674172	7,3723163	23,72440797	0,000222538	0,003508603
	PSY	LOC107014634	1,3810996	3,7301584	9,662266759	0,007418973	0,042897501
**IL6-3**<br><i>_S.lycopersicum</i>	FAB1B	LOC101246905	2,8825849	8,2260505	87,33315819	2,11E-05	0,00089022
	MLO	LOC101254181	1,9197102	4,2223081	60,69068803	7,40E-05	0,001706932
**IL6-3**<br><i>_S.pennellii</i>	OFA	LOC107023114	-4,8703504	10,195469	451,2810787	4,954E-11	2,1376E-07
	BHLH35	LOC107024383	-5,9196338	7,6628903	416,4785084	7,99503E-11	2,1376E-07
	FBOX	LOC107017080	-3,8801341	10,869603	210,6007753	4,43733E-09	2,62436E-06
	GLDE	LOC107016348	-4,0536538	8,5822507	206,6669237	4,95057E-09	2,62436E-06
	PPDG	LOC107007945	-4,3106816	6,8493516	201,6607965	5,70691E-09	2,62436E-06
	PSY	LOC107014634	0,8284935	4,1208931	4,894414593	0,046666759	0,133160467

Table S8. Primers used for qPCR validation of 14 DEGs. ACT was used as a reference.

Gene name	NCBI id	Forward primer<br>(primer sequence 5'-3')	Reverse primer<br>(primer sequence 5'-3')	Amplicon<br>length(bp)
ACT	TC194780<br>(Løvdal, T., &<br>Lillo, C. 2009) ^a	GAAATAGCATAAGATGGCAGACG	ATACCCACCATCACACCAGTAT	159
OFA	LOC107023114	TGCGCGGAGAAGAAGAGGAA	CCAGCCCAAACACAATAGCT	180
BHLH35	LOC107024383	TGTTCTTGACTATTTCGATGAGCC	TGGGACCACAGCTCTAAGTG	157
FAB1B	LOC101246905	GCCTTAAATGTCCACGCGAT	AATGACCACAGTTTGCCACC	153
F-BOX	LOC107017080	CCCAATTGCAAATGCGACCA	ATCCATAGGGGCTCCTCGTT	201
GLDE	LOC107016348	ACCCTGTACCCTGAGCTT	GCGTTTGTGTTTGCCAGTTCC	167
MLO	LOC101254181	TTTTGGCGGTCCTTCATGTG	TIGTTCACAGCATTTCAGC	86
PPDG	LOC107007945	ATGGTTACCCTTCGGCATCA	GGCGATGGAGAGAGTCATGA	198
ZINC	LOC101250699	TCATCCTGACCATGCTGAGG	CCTGGGTGAAGCAAACTGG	186
CaM2	SiCaM2	TTGATCCGGTATAAAAGCAGCA	AGATCTGGTCATCCGTCAGC	161
ACLA2	LOC107007996	GGCGTACCCATGTCATCCAT	CACCAGAGACACAAGGACCA	154
D14	LOC101259838	GCAAGGGACCACTCTGTACC	TACCCGCTTCAACAGGATCG	183
GABA	GABA-TP3	CGACATTCTTTTCATCGCGG	TGCTACAGAGACAAGATCAGGT	131
PSY	LOC107014634	AGAAGAAGGGCTATCTGGGC	ATCGAGCATGTCAAATGGCC	155
ZPR1	LOC101251441	GCTCCATCTCCTGATCCCTC	TCTTGCTCCAAGTATCCGT	186

^aCorresponding to J.S. Coker et al., 2003, however, note that the original TGI TC Accession numbers have been split and renumbered by the DFCI TGI.

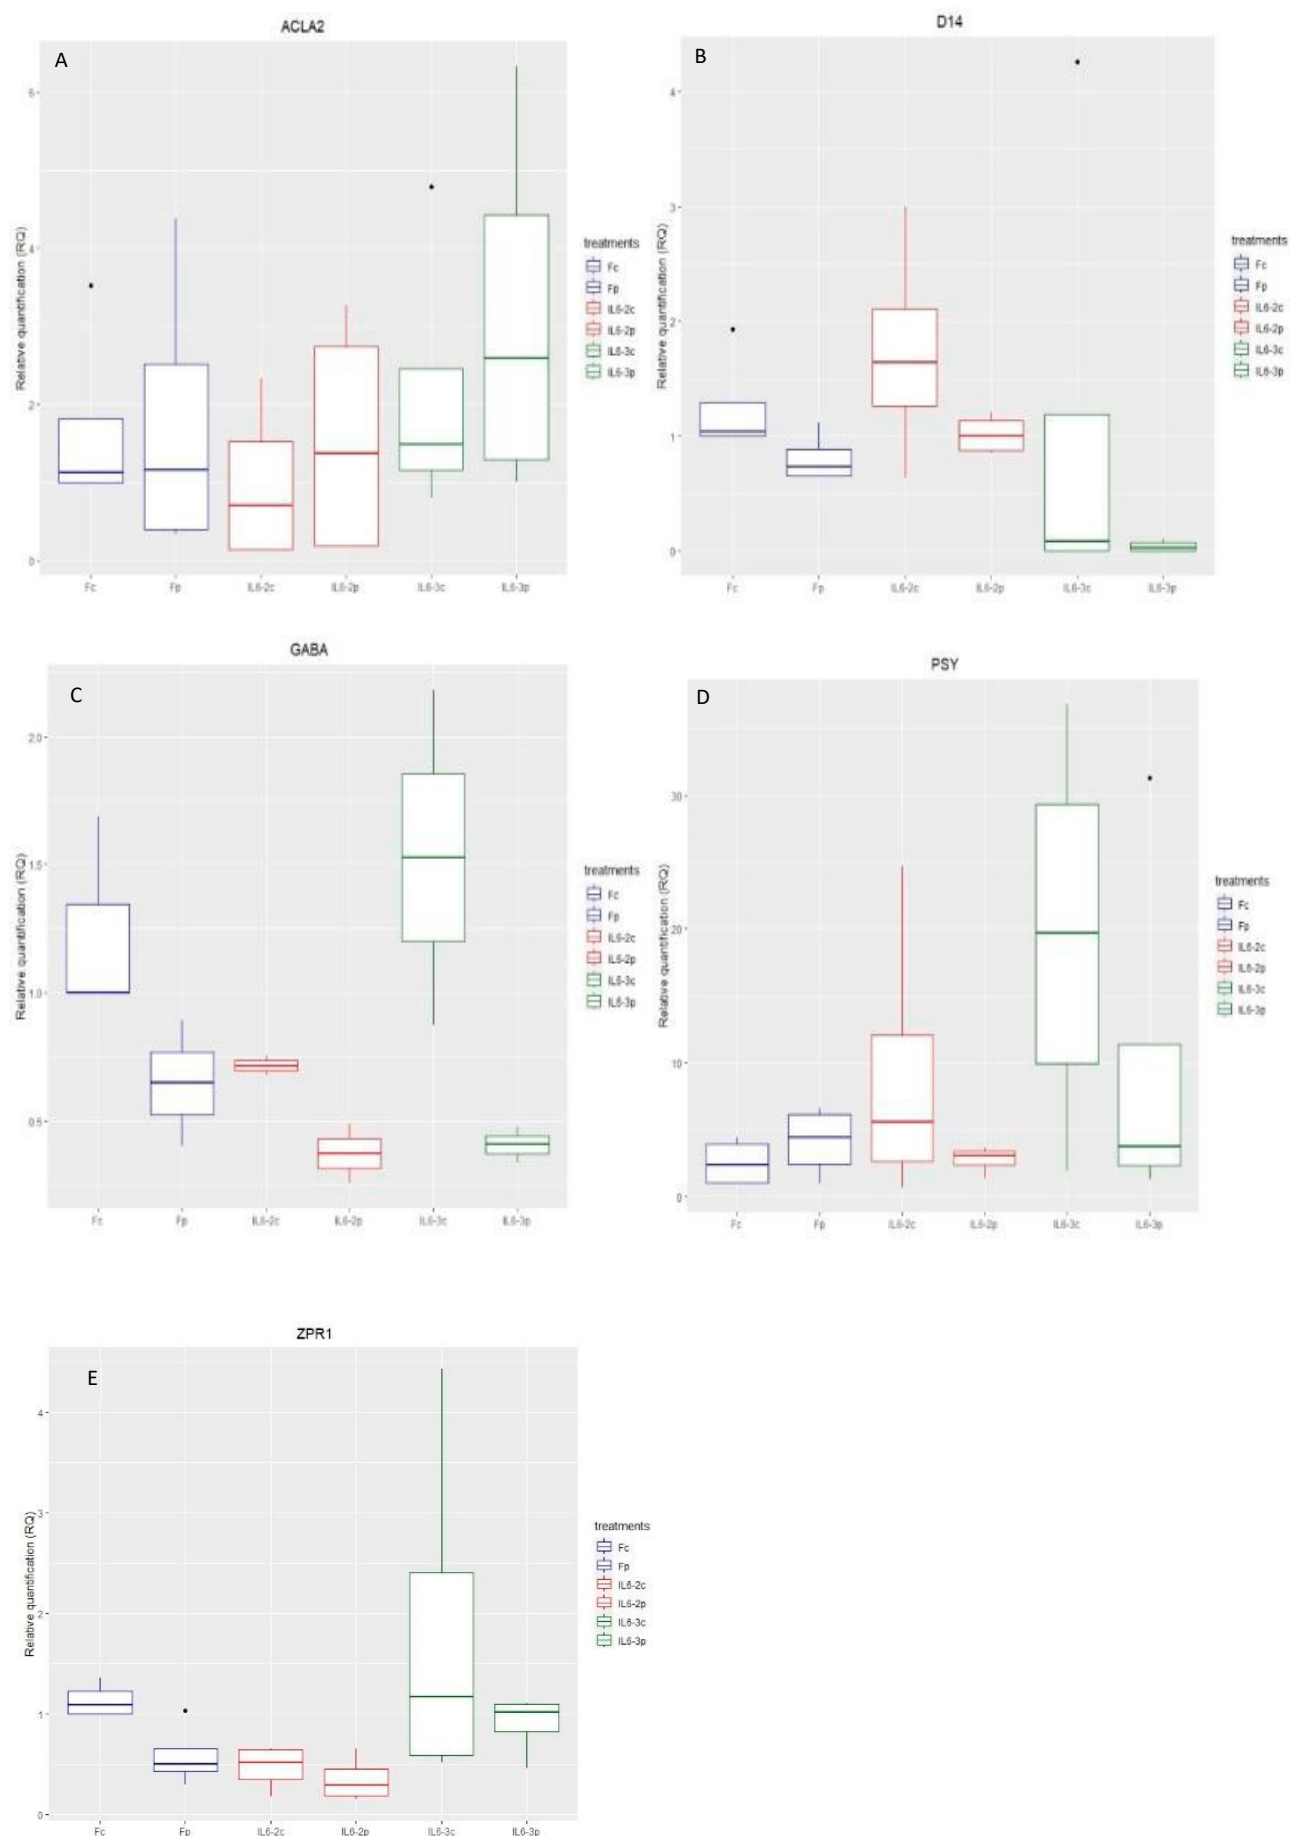

Figure S1. No significant differences in the relative gene expression was found for the genes A: *ACLA2*, B: *D14*, C: *GABA*, D: *PSY* and E: *ZRP1*. Treatments:

Formula control (Fc), Formula Parasitized (Fp), Introgression Line 6-2 control & parasitized (IL 6-2c & IL6-2p respectively), Introgression Line 6-3 control & parasitized (IL 6-3c & IL6-3p respectively). Statistically significant differences were determined for $p\text{-value} > 0.05$.

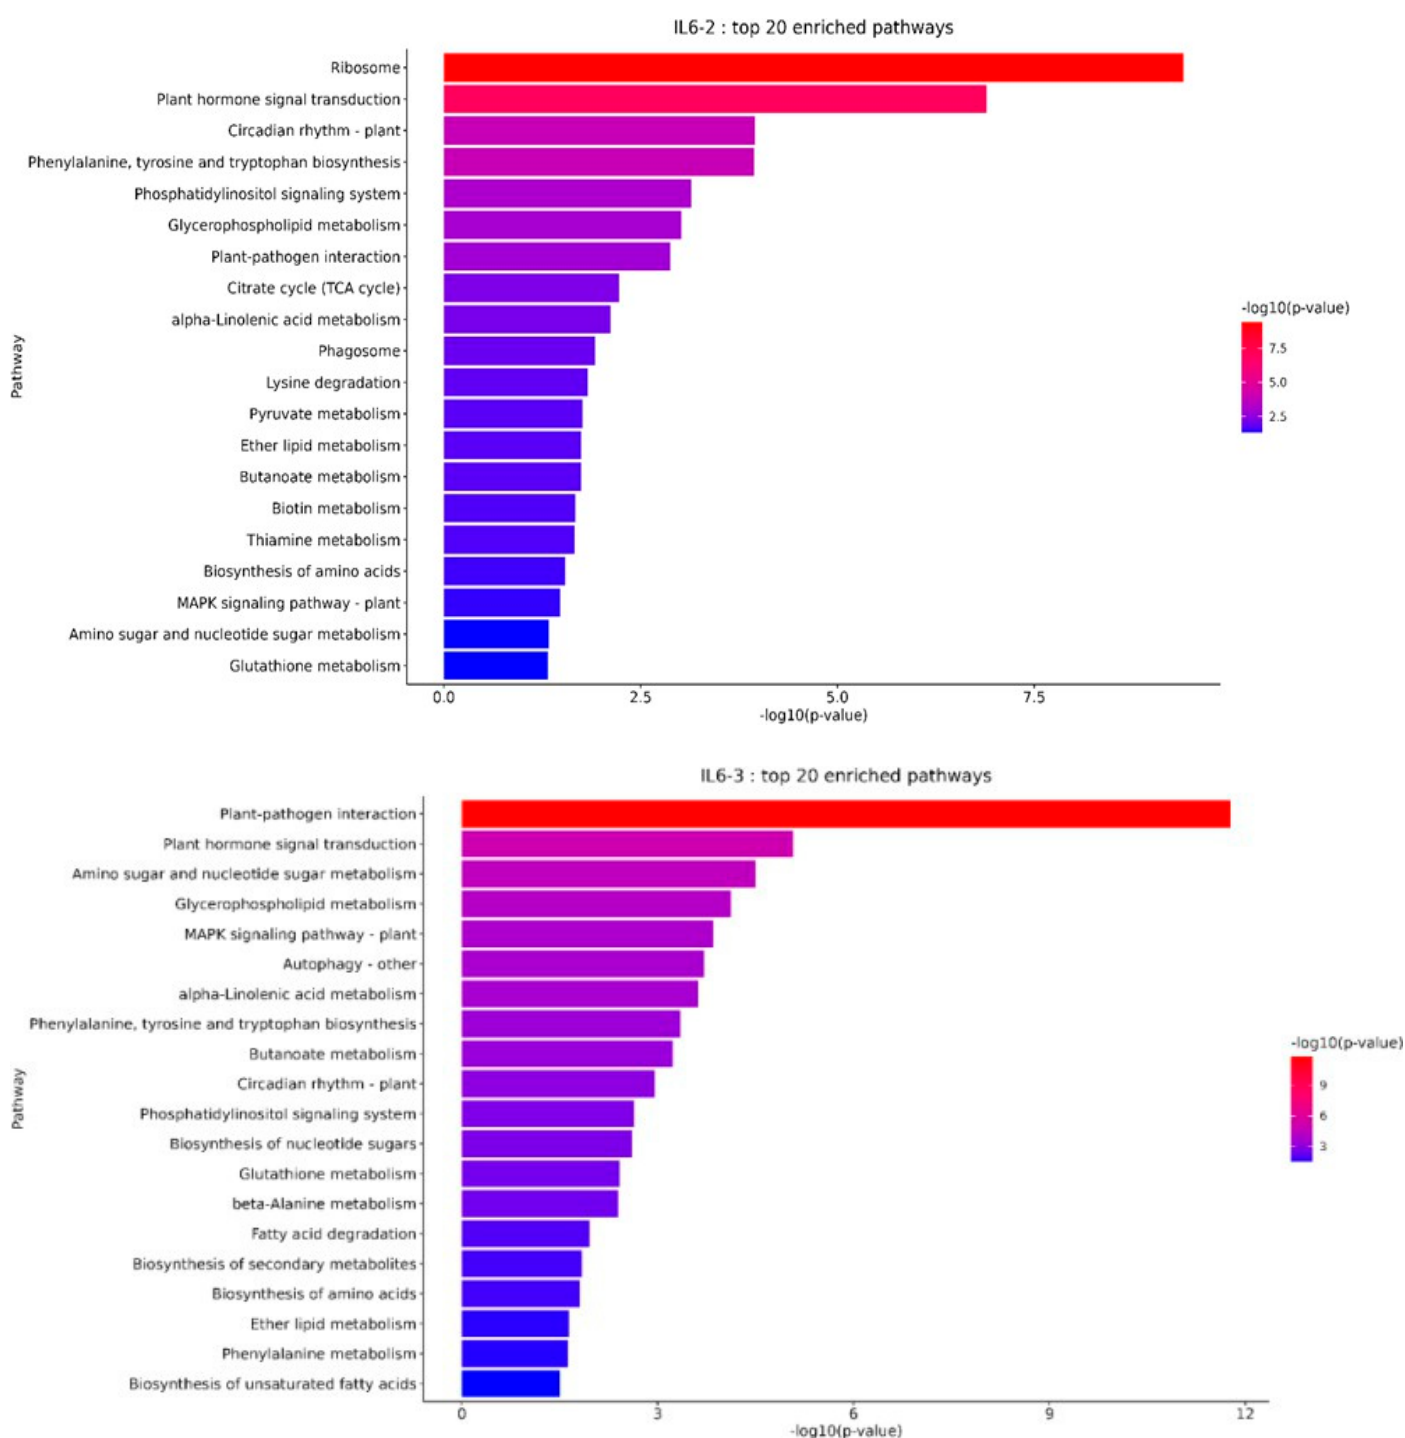

Figure S2. Genes within each shared pathway by the two species (*S.lycopersicum* X *S.pennellii*) were merged into a single set. The top 20 enriched pathways for each IL(6-2 & 6-3 respectively) are presented.

How the deposited data were processed for this re-analysis (not part of the article)

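RNA of tomato roots was measured in 18 libraries, 3 from control and 3 from parasitized plants of each of Formula, IL6-2 and IL6-3, with a library per plant. The authors sequenced poly-A RNA in 150 nt paired-end reads, checked the reads with FastQC, trimmed them with Cutadapt (minimum length 30, quality 15), aligned them with STAR 2.7.10 and made the deposited expected counts per gene with RSEM 1.3.1. For Formula a table of *S. lycopersicum* genes was used, and for each library of the introgression lines a table of *S. lycopersicum* genes and a table of *S. pennellii* genes, the latter with the reads that aligned equally well to both genomes. The tables hold 29235 *S. lycopersicum* and 29796 *S. pennellii* genes, and entries that name no gene held 0% of the counts. For *S. lycopersicum*, the values of IL6-2 control replicate 3 are the same as those of replicate 2, so both were counted once, and 2 controls stand against 3 parasitized plants in that comparison and in the share of *S. pennellii* counts.

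Everything else was computed here from these expected counts, rounded to whole counts, in R 4.3.3. The test was the quasi-likelihood F-test of edgeR 4.0.16 with the option legacy=TRUE, which gives the method of the version the authors used, with TMM factors, the default filterByExpr filter, a fit per genotype and species, and a threshold of 0.05 on the Benjamini–Hochberg adjusted *p*. Counts per gene are given as CPM with TMM factors. Differences between genotypes were tested as an interaction in a fit of both genotypes over *S. lycopersicum* genes. The biological coefficient of variation was 27.9% in Formula, 25.5% and 26.2% for the *S. lycopersicum* and *S. pennellii* genes of IL6-2, and 29.3% and 26.3% for those of IL6-3. On data simulated once with these depths and the dispersion trend of each fit, the test recovered 89.5% of genes with a 4-fold change and 35.4% with a 2-fold change in Formula. It recovered 87.9% and 17.2% for *S. lycopersicum* genes of IL6-2, 92.5% and 30.0% for its *S. pennellii* genes, 85.4% and 28.3% for *S. lycopersicum* genes of IL6-3, and 87.4% and 20.7% for its *S. pennellii* genes. For the interaction of IL6-3 and Formula, 56.0% and 10.0% were recovered. Few genes were changed in the simulation (95 by 4-fold and 99 by 2-fold of 18509 in Formula). Within genotypes, 11.7% to 30.3% of the tested genes were called in the real data. Recovery at an adjusted threshold depends on the share of changed genes, so these rates need not hold for the real data.

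Gene groups were tested with a one-sided Fisher's exact test for more DEGs than expected, and with camera of limma 3.58.1 (preset correlation 0.01, and also a correlation estimated for each group) for a common direction, each adjusted over the groups of a comparison. The groups planned at first matched gene descriptions, which the count tables do not hold, and their patterns matched 1 symbol. The 23 groups used were therefore made from the 1671 gene symbols of the *S. lycopersicum* tables with the counts already at hand, so they cover only genes with a symbol. Both tests set them against all tested genes, with or without a symbol. A higher share of DEGs among genes with a symbol could by itself give over-representation, which was not tested. The genes named are those of the paper's tables and text (whose values in the paper had been seen), the 6 largest increases and decreases per comparison among DEGs with a mean of at least 5 CPM and no overlap of the groups, over all genes and over genes with a symbol, and up to 3 DEGs of smallest *p* in each gene group. Genes that head the rankings, or that make up a count of 5 or fewer, were added after their values were seen, and differences between genotypes were read for the genes so named. The tests of DEGs and of genotype differences, the rule for named genes and the alternatives were set before the data were examined, apart from the settings and the test that the closing section names as chosen later.

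The alternatives were DESeq2 1.42.0, other scaling factors, other count filters, the newer quasi-likelihood method of edgeR, a limit of 0.6 on the absolute log2 fold change, a fit of all groups together, both species together, a block for the replicate number and each library left out in turn. KEGG pathways and the chromosome of each gene were not used here.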

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

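The test on chromosome identifiers in the last paragraph was chosen only after the result was seen.

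The response to the parasite differed between Formula and the introgression lines by a test of the difference itself, with 398 genes for IL6-2, 799 for IL6-3 and, between the lines, 3 genes in IL6-3 against IL6-2 (edgeR, 1999 at an unadjusted *p* under 0.05 and 240 by DESeq2). These 3 genes are *LOC100316887* (difference of 2.10 ± 0.22), *LOC101266368* (2.08 ± 0.24) and *LOC101245097* (-1.97 ± 0.24), and the count was 0 without IL6-2 control replicate 1, any parasitized IL6-2 plant, IL6-3 control replicate 3 or parasitized IL6-3 replicate 1 or 2, 11 without IL6-2 control replicate 2, 26 without IL6-3 control replicate 1 and 22 without parasitized IL6-3 replicate 3.

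Many differences called for named genes were lost with a library left out (20 lost and 22 kept without Formula control replicate 3). Only those that held with each library left out are listed, so their stability is the rule of choice and no separate support. For IL6-2 against Formula these were *ACS1A* (-3.39) and *TAO5* (-2.10). For IL6-3 against Formula they were *SlMYB117* (6.46), *HSP90* (5.55), *ht2* (4.13), the heat shock protein gene *hsc70.3* (3.46), *4CL* (1.91), *SlWRKY30* (1.79), *CIPK14* (1.73), the ammonium transporter *LeAMT1;1* (1.69), *CDPK2* (1.49), the hexose transporter *ht1* (1.46), *FLACCA*, a gene of abscisic acid synthesis (1.21), and *TAO5* (-1.93). Formula reads were aligned to another index than those of the lines, so these differences compare only the changes within each genotype. Reads that matched both species equally well left the *S. lycopersicum* counts in the lines only. Whether this altered the change of a gene within a line was not tested. The lines were bred in another cultivar than Formula. In the paper the genotypes also differed in the share of parasitized roots and in the parasite stage shown. The introgressed segment, the background cultivar and the state of infection cannot be told apart in these differences.

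With the control and parasitized labels exchanged within the genotypes, 8 of 100 relabelings, the real one included, called as many genes as the 799 of IL6-3 against Formula. The highest other, 7023, exchanges all labels of IL6-3 and so turns the shared response into a difference, and 6 further ones, up to 4258, were as large as the real count. Relabelings that reverse part of a genotype could do the same in part, but which relabelings gave these 6 counts was not recorded. A share under 0.05 had been set beforehand as the bound against chance, and 8 of 100 did not pass it. Chance is therefore not excluded for the count of 799. Because relabelings can carry the shared response, the count does not separate chance from a genotype difference. For the DEGs within a genotype the real count was the highest of 10 splits, so 1 split was as large in each, with 2196 in Formula, 1454 for *S. pennellii* genes of IL6-2, and 5178 and 1938 for *S. lycopersicum* and *S. pennellii* genes of IL6-3, against a highest other of 0 (edgeR). Splits of 3 against 3 plants are too few for a share under 0.05.

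In IL6-2 and IL6-3, which each carry an introgressed segment, 7961 and 8021 *S. pennellii* genes passed the count filter. Of the *S. pennellii* genes of Table 1, 1 of 7 has a SolGenomics identifier of chromosome 6, which argues against all counted genes lying in the introgressed segment of chromosome 6. *S. lycopersicum* reads counted under *S. pennellii* genes are a candidate explanation. Reads that matched both genomes equally well were counted there by the authors and made up 44.1% to 71.5% of these counts in a library. Such reads can come from either species. Under this explanation the lines would have similar control levels. Of the 8877 genes tested in either line, 74.9% were within 2-fold, between the bounds of 80% and 50% set for and against it. This comparison does not decide how many of the genes passed the filter through such reads. No biological explanation was tested.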

How the results depend on the processing

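The settings without the 10 *S. pennellii* genes of most counts, with the repeated IL6-2 control kept, and without Formula control 3 for the gene groups were chosen only after the result was seen. The changes of the genes chosen for naming kept their direction in every setting in which they were tested. Most of these genes were chosen for their changes in the same libraries, many because parasitized and control plants did not overlap. Their kept direction is therefore no independent support. Over the pairs of such a gene and a setting, 574 calls were lost and 10 gained, and most were unchanged. The number of the 50 genes of smallest *p* with a higher mean in parasitized roots, ranked anew in each setting, stayed between 26 and 45 in Formula, 36 and 49 in IL6-2 and 43 and 50 in IL6-3. Leaving out each library in turn gave 2 to 1822 DEGs in Formula, 2496 to 5383 and 859 to 1509 for *S. lycopersicum* and *S. pennellii* genes of IL6-2, and 2927 to 6194 and 1192 to 2228 for those of IL6-3. For genotype differences it gave 74 to 355 (IL6-2 against Formula), 320 to 1313 (IL6-3 against Formula) and 0 to 26 (IL6-3 against IL6-2). With DESeq2 there were 3475 DEGs in Formula, 1107, 1706 and 240 genotype differences in the same order, and 1155 and 1207 up-regulated genes that Formula shares with IL6-2 and IL6-3. The replicate numbers do not pair the plants (correlations of same-numbered plants from -0.155 to 0.0961 in Formula, 0.0208 to 0.258 over 2 pairs and -0.0686 to 0.158 for *S. lycopersicum* and *S. pennellii* genes of IL6-2, and -0.221 to 0.270 and -0.161 to 0.136 for those of IL6-3, with every control closest to its own number in no comparison), and with a replicate block there were 881 DEGs in Formula (64.5% up-regulated), 3717 and 1472 in IL6-2, 3784 and 1600 in IL6-3, 34, 175 and 0 genotype differences, 20 calls among the qPCR genes in place of 24, and 0 directional gene groups in IL6-2. No gene group kept a directional call with an estimated correlation (0 in Formula, IL6-2 and IL6-3), while fry gave 7 in IL6-2 and 10 in IL6-3. Among DEGs that rose 6 groups were over-represented in Formula, among DEGs that fell 0 in each genotype, and without control replicate 3 there were 0 in Formula. The difference in the share of *S. pennellii* counts reversed to -0.596 in IL6-2 without the 10 genes and to -0.137 and -0.123 in IL6-3 without control replicates 1 and 3 (-0.137 to 1.04 over the libraries). Where fewer plants were used, the lower number is part of the setting, and otherwise the cause was not tested. With upper-quartile factors the median log2 fold change of *S. lycopersicum* genes in IL6-3 was -0.109, where TMM factors gave -0.0299. With the repeated IL6-2 control kept there were 7012 DEGs. The settings without genes of chromosome 6 were not run. In the simulated data, where few genes were changed, most changes of 2-fold were missed. The share missed in the real data is not known.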

Differences from the paper's values

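The setting with the repeated control kept was chosen only after the result was seen. The numbers of DEGs are within 1.5 times the paper's. Among the 50 leading genes of Formula the paper counts 14 as up-regulated in parasitized roots, and here 31 were up-regulated and 19 down-regulated, and none of the 9 alternatives set before the data were examined comes within the paper's value. In IL6-2 the paper counts 4 as up-regulated, 2 from each species, and here 45 were up-regulated and 5 down-regulated (22 and 3 of *S. lycopersicum*, 23 and 2 of *S. pennellii*), which also holds for all alternatives (10 for the 50 genes and 9 for each species). With the repeated control kept, a setting chosen after seeing the values, 4 of the 50 were down-regulated. For *FAB1B* in IL6-2 the paper's Table S7 gives a log2 fold change of 0.943 and here it was 1.61, with none of 14 alternatives within it. The paper's value equals that of Formula here.

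The paper's supplementary sheets for *S. pennellii* genes hold values of the sign opposite to those here (0% of the 1999 IL6-2 and 713 IL6-3 genes held in part have the same sign), and on the scale control minus parasitized the Table S7 values are within the error of those here, for example -4.87 for *OFA* in IL6-3. The supplementary sheet for *S. lycopersicum* genes of IL6-2 holds the Formula values (100% of 1999 genes with the same sign, correlation across genes of 0.999999). The paper's Figure 2 shows about 660 *S. pennellii* genes up-regulated and about 820 down-regulated in IL6-2, and about 870 and about 1100 in IL6-3, read by eye, where 800 and 654, and 1063 and 875, were found here.

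The paper reads the leading genes of IL6-3 mostly as down-regulated in parasitized plants, and here 49 of 50 were up-regulated. It calls most DEGs up-regulated, and here the up-regulated share lay between 50.3% and 55.0% with TMM factors and between 43.3% and 50.0% with upper-quartile factors, and with single plants left out it reached 62.8% in Formula without control replicate 2, and 63.2% and 62.7% for *S. pennellii* genes of IL6-2 and IL6-3 without parasitized replicate 2. For *S. lycopersicum* genes the share was 49.1% in IL6-3 without control replicate 1, and 45.9% in IL6-2 with all groups in a fit together. By qPCR the paper reports *PPDG* as lower in parasitized IL6-3, and here its log2 fold change was 4.31 ± 0.31. It reports *CaM2* as raised in Formula and, in its discussion, as lower in parasitized IL6-3, and here *CaM2* rose in IL6-3 (1.49 ± 0.20) and in IL6-2 and had an adjusted *p* of 0.0773 in Formula, though it passed there with DESeq2, with all groups in a fit together and without control replicate 2. By qPCR it reports *ACLA2*, *GABA* and *PSY* without a significant change, and in the counts here *ACLA2* and *GABA-TP3* passed in both lines and *PSY* in IL6-2, where *ACLA2* and *PSY* also pass in the paper's Table S7. It describes *OFA* as changed in IL6-3 alone by qPCR, and here *OFA* also rose in IL6-2, by 3.69 ± 0.28. It describes *D14* as expressed in all genotypes, and here *D14* had 2 counts in total over the 6 IL6-3 libraries. Directions here follow the sample labels, and of 9 genes with a qPCR change in the paper 8 run the same way here. The share of *S. pennellii* counts per library also follows the paper's Table S6 (for example 17.0% in parasitized IL6-2 replicate 3 and 17.1% in IL6-3 control replicate 2, in both). The supplementary sheet for *S. lycopersicum* genes of IL6-3 was held in part, and 100% of the 1999 genes compared, of 17108, have the sign found here. These measures run with the labels without settling them.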

Other observations

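The counts of genes without reads in a line were chosen only after the *D14* result was seen. Some *S. lycopersicum* genes expressed in Formula had almost no counts in a line, where Formula reads were aligned to another index than those of the lines. Of 14592 genes with a mean of at least 5 CPM in Formula, 268 had at most 2 counts in every IL6-2 library and 583 in every IL6-3 library, with 37 in both. *D14*, which Table 1 describes only as like DWARF14, belongs to those of IL6-3, with 96 to 209 counts per library in IL6-2, and Table 1 gives it an identifier of chromosome 2. In a separate count that overlaps with these, 508 genes had at most 2 counts in every IL6-3 library and at least 5 CPM in IL6-2, and 216 the converse.

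Of the *S. pennellii* genes tested in either line, 11.1% differed by more than 8-fold between the controls of the lines, with 339 higher in IL6-2 and 649 higher in IL6-3.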
